# Transformation of intestinal stem cells into gastric stem cells on loss of transcription factor Cdx2

**DOI:** 10.1038/ncomms6728

**Published:** 2014-12-11

**Authors:** Salvatore Simmini, Monika Bialecka, Meritxell Huch, Lennart Kester, Marc van de Wetering, Toshiro Sato, Felix Beck, Alexander van Oudenaarden, Hans Clevers, Jacqueline Deschamps

## Abstract

The endodermal lining of the adult gastro-intestinal tract harbours stem cells that are responsible for the day-to-day regeneration of the epithelium. Stem cells residing in the pyloric glands of the stomach and in the small intestinal crypts differ in their differentiation programme and in the gene repertoire that they express. Both types of stem cells have been shown to grow from single cells into 3D structures (organoids) *in vitro*. We show that single adult Lgr5-positive stem cells, isolated from small intestinal organoids, require Cdx2 to maintain their intestinal identity and are converted cell-autonomously into pyloric stem cells in the absence of this transcription factor. Clonal descendants of *Cdx2*^*null*^ small intestinal stem cells enter the gastric differentiation program instead of producing intestinal derivatives. We show that the intestinal genetic programme is critically dependent on the single transcription factor encoding gene *Cdx2*.

## Abstract (web summary)

The adult gastro-intestinal tract harbours stem cells that differ in their differentiation programme and in the gene repertoire that they express. Here the authors show that single adult Lgr5-positive stem cells require Cdx2 to maintain their intestinal identity and are converted into pyloric stem cells in the absence of this transcription factor.

Adult stem cells from the digestive tract have been characterized *in vivo* and in organoid structures growing *in vitro*^1^,^2^,^3^. Although small intestinal stem cells and gastric stem cells both express the stem cell marker Lgr5, they each express their own set of stem cell markers^3^,^4^,^5^. In addition, stem cells of the gastric and small intestinal segments of the digestive tract already express some markers of their respective differentiation programme. Small intestinal stem cells (SI SCs) express low levels of Villin, Mucin2 and Lysozyme^5^, whereas gastric stem cells (Sto SCs) fail to express these markers and express low levels of gastric intrinsic factor (Gif)^3^. Therefore, they are already engaged in their tissue-specific differentiation programme. A comparison between the transcriptome of stem cells isolated from organs *in vivo* and from cultured organoids *in vitro* revealed the robustness and stability of these cells: each of these stem cells maintains its *in vivo* properties when cultured into organoids *in vitro*^2^,^3^.

We find that the properties and transcriptional signature of adult SI SCs cultured *in vitro* as organoids are critically dependent on the expression of the transcription factor Cdx2. We show that single SI SCs wherein Cdx2 was inactivated rapidly lose their intestinal identity and acquire a gastric pyloric identity. They cannot give rise to intestinal organoids *in vitro* as their wild-type counterparts do, and instead manifest growth properties and transcriptional profile of gastric pyloric SCs. *Cdx2*^*null*^ SI SCs exclusively express the transcriptional programme of gastric pyloric stem cells and generate differentiated derivatives of all pyloric lineages. These data indicate that Cdx2 is a major determinant of the identity and fate of adult small intestinal stem cells.

## Results

### Single *Cdx2*^*null*^ intestinal SCs form stomach organoids

It had been found that inactivation of the intestinal-specific transcription factor Cdx2 in the adult mouse intestinal epithelium leads to the transformation of some of the crypts into submucosal empty cysts expressing stomach markers^6^,^7^. This raised the fundamental question of whether the sole transcription factor Cdx2 was able to change the identity of adult intestinal stem cells into stem cells with a different commitment.

We set out to investigate whether the ablation of *Cdx2* in Lgr5-positive stem cells isolated from adult small intestinal organoids would convert them into gastric stem cells. We used a stem cell (SC)-specific *Lgr5-EGFP-Ires-CreERT2* knock-in allele^1^ to inactivate *Cdx2* specifically in the stem cells of intestinal crypts cells. We induced inactivation of the floxed *Cdx2* allele^6^ in primary cultures of proximal small intestinal organoids derived from *Cdx2*^*−/fl*^*/Lgr5-EGFP-Ires-CreERT2* mice by overnight exposure to 4-hydroxytamoxifen^2^,^8^. After dissociation of the organoids, the Lgr5-EGFP^hi^ SI SCs were FACS-sorted, genotyped (Supplementary Fig. 1) and grown as single stem cell-derived clonal organoids. Unlike SI SCs from 4-hydroxytamoxifen-untreated *Cdx2*^*−/fl*^*/Lgr5-EGFP-Ires-CreERT2* organoids (from here on called control SI SCs), *Cdx2*^*null*^*/Lgr5-EGFP-Ires-CreERT2* SI SCs (from here on called *Cdx2*^*null*^ SI SCs) did not grow and form organoids in conditions established for culturing intestinal stem cells and intestinal organoids (ENR medium)^2^ (Fig. 1a and Supplementary Fig. 2a,c). We wondered whether they would grow in conditions designed for gastric stem cells^3^. Shifting to medium conditions for stomach (Sto) organoids by using Wnt3a-conditioned medium (W), Fgf10 (f) and Gastrin (g) in addition to the ENR culture medium^3^ rescued the growth of *Cdx2*^*null*^ SI SCs and allowed them to form gastric-like organoids (Fig. 1a,b and Supplementary Fig. 2b,c), while control SI SCs formed intestinal organoids in the same medium. SC-derived *Cdx2*^*null*^ SI organoids cultured in stomach medium never generated Paneth cells, unlike their control SI organoids counterparts do (Fig. 1b).

### *Cdx2*^*null*^ SI organoids depend on gastric culture conditions

To rule out any impact of the culture conditions on the type of organoids generated by Sto and SI SCs, and on their differentiation marker expression, we analysed the transcriptome of organoids grown from wild-type stomach glands and small intestinal crypts by microarray. We show that they express a gastric and intestinal signature, respectively, regardless of whether they are cultured in stomach or intestinal conditions (Supplementary Fig. 3a). Hierarchical clustering on RNA-Seq analysis and data recovery for intestinal and stomach markers show that SC-derived SI organoids maintain their intestinal identity when grown in gastric medium (Supplementary Fig. 3b). 

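RNA was extracted from organoids grown from single stem cells in stomach medium, with 4 libraries of control SI organoids and 4 of control Sto organoids. It was processed by CEL-Seq, a protocol that tags each sample with a barcode and sequences the 3′ end of each transcript. The authors aligned the reads to the mm10 RefSeq transcriptome with bwa, and the deposited values are the reads counted on each gene, without normalization. Between 1371687 and 2419685 reads per control SI library were counted on genes (median 1973420), and between 1164212 and 1962190 per control Sto library (median 1513590). A count of 3 reads, taken as the detection floor, amounted to between 1.24 and 2.58 r.p.m. in these libraries. No molecular identifiers are described, so such floors cover counting error only. Counts were scaled to r.p.m., as in the paper, and the paper's filter (more than 10 r.p.m. in at least 4 of the 16 libraries of the 4 groups sequenced) left 8494 genes. Differences were tested in 1 fit over the 16 libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The table holds some reads of every abundant gene in every group. Among the 736 genes with a level of 200 r.p.m. or more pooled over the 16 libraries, the lowest level of a group was 0.297 times the pooled level. Low levels of abundant genes are therefore given with their ratio to the pooled level.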

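Across the 8494 genes, the log2(r.p.m. + 1) profiles of control SI libraries correlated with each other at a mean Pearson r of 0.961 (6 pairs), and those of control Sto libraries at 0.939 (6 pairs). Between the 2 tissues the mean r was 0.923 (16 pairs). These correlations are across genes, which are not independent replicates. The highest r between the tissues, 0.933, lay under the lowest within control SI, 0.956, but above the lowest within control Sto, 0.928. Of the genes tested, 536 differed between control Sto and control SI at an adjusted p under 0.05, with 275 higher and 261 lower in control Sto. The alternatives that moved this count most were no filter on genes, with 802, and a 2-fold difference required as well, which left 293. *Cdx1*, on chromosome 18 of mm10 from 61018862 to 61036199, was at 511 ± 81.3 r.p.m. (SD, n = 4) in control SI and at 62.0 ± 2.36 r.p.m. in control Sto, where it was 0.469 times its pooled level. Its log2 fold change in control Sto against control SI was −3.04 (standard error 0.14, adjusted p = 3.8e-11 from edgeR). *Cdh17* (chromosome 4, 11758147 to 11817895) fell from 178 ± 31.8 r.p.m. in control SI to 22.2 ± 3.11 r.p.m. in control Sto, 0.461 times its pooled level (log2 fold change −2.999, standard error 0.25, adjusted p = 2.2e-07 from edgeR). *Muc1* (chromosome 3, 89229057 to 89233381) was at 375 ± 82.2 r.p.m. in control Sto and at 81.8 ± 12.9 r.p.m. in control SI, 0.337 times its pooled level (log2 fold change 2.19, standard error 0.20, adjusted p = 6.0e-07 from edgeR). *Cldn18* (chromosome 9, 99689461 to 99717267) was at 529 ± 127 r.p.m. in control Sto and at 113 ± 12.0 r.p.m. in control SI, 0.344 times its pooled level (log2 fold change 2.22, standard error 0.18, adjusted p = 1.4e-07 from edgeR). As lists, the intestinal markers named in the paper (8 of 10 tested) had a median log2 fold change of −2.91, with 7 lower in control Sto (adjusted p = 1.5e-15, camera with a preset correlation between genes), and the gastric markers (5 of 10 tested) one of 2.13, with all 5 higher (adjusted p = 6.0e-06). Both tests stayed under 0.05 with fry and with an estimated correlation between genes. From the clustering of the profiles and the levels of the markers, the paper concludes that SC-derived SI organoids keep their intestinal identity in gastric medium.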

The gene expression signature of both types of organoids is specific to the tissue of origin (Supplementary Fig. 3a,b). The stomach growth specificity of *Cdx2*^*null*^ SI organoids is therefore not the result of their culture in stomach conditions.

The inability of *Cdx2*^*null*^ SI SCs to grow and form organoids in intestinal conditions is not alleviated by a pulse of Wnt alone (Fig. 1a and Supplementary Fig. 2c), unlike it is the case for isolated wild-type SI SCs without Paneth cells^9^. The growth impairment of the *Cdx2*^*null*^ SI SCs in intestinal conditions *in vitro* is therefore not a mere consequence of their inability to generate Paneth cells, shown previously to reconstitute the niche of isolated SI SCs^9^. The growth of *Cdx2*^*null*^ SI SCs has become strictly dependent on Wnt, Fgf and Gastrin altogether, like the growth of control Sto SCs 3 (Fig. 1a and Supplementary Fig. 2c). This suggests a conversion of the *Cdx2*^*null*^ SI SCs into Sto SCs, and a change in identity and fate of the SI SCs by the loss of Cdx2. Failure to produce Paneth cells results from this identity change.

### *Cdx2*^*null*^ SI SCs lose intestinal and gain gastric markers

The panel of markers expressed by the organoids derived from *Cdx2*^*null*^ SI SCs grown in stomach conditions clearly reveals a gastric signature, unlike the panel of markers expressed by the intestinal controls in the same medium (Fig. 2a–f). As shown in Fig. 2a–c, ablation of Cdx2 led to strong downregulation of the intestinal stem cell markers *Olfactomedin4 (Olfm4)*^5^ and *Cadherin17 (Cdh17)*^10^, of the intestinal epithelial markers Villin^11^, *Cdx1* (refs 12, 13), *Mucin13 (Muc13)*^14^, *Reg4*^15^, and of markers of the different intestinal lineages, such as goblet cells (*Mucin2 (Muc2)*^16^,^17^,^18^,^19^,^20^ and *Trefoil factor 3 (Tff3*)^21^), Paneth cells (*Lysozyme1* (*Lyz1*))^9^ and enterocytes (apical Alkaline Phosphatase (ALP))^22^ (Fig. 2a–c). For all these markers, it is clear that they are expressed in control SI organoids, regardless of whether the culture conditions are the preferred conditions for intestinal or gastric organoids. In all cases these intestinal markers are not expressed in *Cdx2*^*null*^ SI organoids. Genes upregulated in *Cdx2*^*null*^ SI SC-derived organoids include markers of different gastric lineages, like *Gastric intrinsic factor (Gif)*^3^,^6^ and *PepsinogenC (Pgc)*^3^,^6^,^17^ in chief cells, *Mucin1 (Muc1)*^14^ and *Mucin5AC (Muc5AC)*^3^,^17^,^20^ in pit cells, *Mucin6 (Muc6)*^3^,^17^,^20^ and *Trefoil factor 2 (Tff2)*^3^,^6^,^21^ in neck cells, Gastrin (stomach-specific hormone)^3^ and *Claudin18* (*Cldn18*)^6^ in tight junctions of gastric epithelium, and *Sonic hedgehog (Shh)* and *H*^*+*^*/K*^*+*^ *ATPase*^6^ in parietal cells (Fig. 2d–f).

The conversion into gastric stem cells on loss of Cdx2 activity was not limited to the proximal SI SCs, known to reside in the digestive tract compartment abutting the stomach. *Cdx2*^*null*^ stem cells from proximal and distal small intestine both formed organoids that exhibited a gastric phenotype in terms of growth requirement and marker expression (Supplementary Fig. 4, showing downregulation of intestinal markers *Olfm4, Muc2*, *Lyz1* and *Cdx1*, and upregulation of gastric markers *Gif, Tff2, Muc6* and *Muc1* in *Cdx2*^*null*^ distal small intestine). For further analysis hereafter, we focus on the effect of inactivating Cdx2 in proximal SI SCs.

### Transcriptome analysis of *Cdx2*^*null*^ SI SCs

In addition to testing a large number of markers specific to the small intestinal and gastric commitment of SC-derived organoids, we cultured organoids derived from single stem cells, FACS-sorted Lgr5-EGFP^hi^ stem cells again and collected RNA for microarray analysis (experimental scheme in Supplementary Fig. 5). This allowed us to determine the impact of the absence of Cdx2 in the SI stem cells themselves. Comparative transcriptome analysis confirmed that *Cdx2*^*null*^ SI SCs originating from SC-derived *Cdx2*^*null*^ SI organoids exhibit a gastric signature and cluster with the control stomach stem cells rather than with the control intestinal stem cells (Fig. 3a, two independent samples of each type of SCs). They express all stomach differentiation markers tested (*Cldn18*, *Muc1, Muc6, Tff2*, *Gif*, indicated on the right of the heatmap, Fig. 3a) at a higher level than SI SCs, while they have downregulated all small intestinal markers tested (*Olfm4*, *Muc2, Cdx1, Cdh17, Tff3*, *Muc13, Reg4*, Fig. 3a). 

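The RNA-Seq libraries of *Cdx2* null SI organoids, 4 in number, come from cultures grown from single stem cells after treatment with 4-hydroxytamoxifen, which removes the floxed *Cdx2* allele. They held between 1684759 and 2598368 reads on genes, with a median of 2213760. *Cdx2* lies on chromosome 5 of mm10 from 147300805 to 147307270 and has 3 annotated exons. It was at 36.6, 58.7, 61.1 and 23.1 r.p.m. in replicates 1 to 4 of *Cdx2* null SI, from 60 to 138 reads per library. The control SI libraries held 114, 93.5, 105 and 107 r.p.m. and the control Sto libraries 12.0, 15.3, 12.2 and 18.0 r.p.m. of *Cdx2*. The mean was 44.9 ± 18.3 r.p.m. (SD, n = 4) in *Cdx2* null SI, 105 ± 8.41 in control SI and 14.4 ± 2.85 in control Sto, the last being 0.419 times the pooled level. Each *Cdx2* null SI library thus lay under every control SI library and above every control Sto library. The log2 fold change of *Cdx2* null SI was −1.23 against control SI (standard error 0.22, adjusted p = 0.0019 from edgeR) and 1.62 against control Sto (standard error 0.26, adjusted p = 0.0020 from edgeR). With only the libraries of the 2 groups compared in the fit, the adjusted p from edgeR of the latter was 0.063, and over the alternatives it ranged from 1.8e-06 to that value. The paper states that part of the gene is still present in the inactivated cells.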

We further strengthened this analysis by performing RNA-Seq on four additional independent samples of SC-derived *Cdx2*^*null*^ SI organoids, and four samples of control SI and Sto organoids. This independent transcriptome analysis confirmed that SC-derived *Cdx2*^*null*^ SI organoids are extremely similar to their stomach control (Supplementary Fig. 6a). 

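Profiles of *Cdx2* null SI libraries correlated with each other at a mean r of 0.946 (6 pairs), with control Sto libraries at 0.937 and with control SI libraries at 0.936 (16 pairs each). The difference of the last 2 values was 0.0010 (two-sided exact permutation of the control labels over 70 assignments, p = 0.857, where the smallest p possible is 0.029). By library the difference was 0.0055, −0.00098, −0.0099 and 0.0093, so that 2 of the 4 were nearer to control Sto. The alternative that moved it most was the use of the 500 most variable genes, with 0.0681 (exact permutation p = 0.029). Its sign changed with no filter on genes (−0.00035) and without *Cdx2* null SI replicate 1 (−0.00051), *Cdx2* null SI replicate 4 (−0.0018) or control Sto replicate 4 (−0.0020). Control Sto libraries correlated with each other at only 0.939, and control SI libraries at 0.961. Divided by the within-group correlations, a setting chosen after seeing the data, r was 0.994 with control Sto and 0.981 with control SI. Their difference was then 0.0121 (exact permutation p = 0.029). The log2 fold changes of *Cdx2* null SI and of control Sto, both against control SI, correlated across genes at r = 0.702. Groups simulated without any change gave 0.495 against the same control SI libraries (0.459 to 0.518 over 100 draws). With the control SI libraries divided between the 2 fold changes, r was 0.491, against 0.0017 in simulated unchanged groups (−0.0213 to 0.0262). Of the 443 genes at least 2-fold different from control SI on average in either group, 414 (93.5%) changed in the same direction in both, where simulated unchanged groups gave 89.2% (75.7 to 97.5%) of a mean of 37.4 genes.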

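Between *Cdx2* null SI and control SI, 245 genes differed at an adjusted p under 0.05 (edgeR), 122 of them higher and 123 lower in *Cdx2* null SI. With no filter on genes this count was 519, the alternative that moved it most. The share of higher genes depended on scaling, with 76 of 218 after TMM normalization and 141 of 354 with DESeq2. Between *Cdx2* null SI and control Sto, 67 genes differed, 34 higher and 33 lower, and 18 did when only the libraries of these 2 groups were fitted. Without control Sto replicate 2 the latter comparison gave 117 genes, and without control Sto replicate 3 it gave 42. Of the genes that differed between *Cdx2* null SI and control SI, 142 also differed between control Sto and control SI, all in the same direction. In 20 simulated draws with shared control SI libraries, where the called fold changes of each comparison were placed on random genes of similar abundance, a mean of 12.05 genes (7 to 15) was called in both, 7.1 of them in the same direction, among means of 200.6 and 431.75 genes called in the 2 comparisons, fewer than the 245 and 536 observed. The 142 genes are 102 of the 261 lower in control Sto and 40 of the 275 higher in control Sto. The largest rises against control SI, among genes whose libraries did not overlap between the groups, were those of *Otop3*, *Rhoj* and *Wfdc18*, and the largest falls those of *Tff3*, *Dach1* and *Chst4*. *Rhoj* (chromosome 12, 75308322 to 75401456) rose from 1.34 ± 0.919 r.p.m. (SD, n = 4, 1 to 5 reads) to 12.9 ± 1.25 r.p.m., beside 8.61 ± 3.65 r.p.m. in control Sto (log2 fold change against control SI 3.27, standard error 0.42, adjusted p = 6.8e-05 from edgeR). *Chst4* (chromosome 8, 110029153 to 110039740) fell from 21.8 ± 5.73 to 2.17 ± 0.549 r.p.m. (3 to 6 reads), beside 1.84 ± 1.35 r.p.m. in control Sto (log2 fold change −3.31, standard error 0.33, adjusted p = 2.9e-06 from edgeR). Against control Sto, *Snx20* (chromosome 8, 88626563 to 88636128) was among the 3 largest rises, at 101 ± 10.1 r.p.m. in *Cdx2* null SI and 17.2 ± 4.16 r.p.m. in control Sto, beside 121 ± 38.8 r.p.m. in control SI (log2 fold change 2.53, standard error 0.22, adjusted p = 4.7e-06 from edgeR). *Pla2g10* (chromosome 16, 13715057 to 13730983) was among the 3 largest falls, at 3.98 ± 1.21 and 37.0 ± 14.0 r.p.m., beside 2.73 ± 2.20 r.p.m. in control SI (log2 fold change −3.18, standard error 0.39, adjusted p = 1.0e-04 from edgeR). In the list tests, intestinal markers were lower in *Cdx2* null SI than in control SI (median log2 fold change −2.54, 8 of 8 lower, adjusted p = 1.1e-18 from camera) and gastric markers higher (median 1.31, 5 of 5, adjusted p = 0.0026). Against control Sto, gastric markers were lower in *Cdx2* null SI (median −0.38, 3 of 5 lower, adjusted p = 0.0020) and intestinal markers did not differ (median 0.25, 5 of 8 higher, adjusted p = 0.483). The 3 calls among these held with fry and with an estimated correlation. With each library left out in turn, the gastric median ranged from 0.67 to 1.50 against control SI. Against control Sto it ranged from −1.01 (without *Cdx2* null SI replicate 1) to −0.024 (without control Sto replicate 1). Both gastric calls held in 8 of 8 fits, but the size of the difference depends on single libraries. Against control Sto, *Muc1*, *Cldn18* and *Tff2* were lower, with log2 fold changes of −1.75, −1.88 and −0.38, the last being the median. *Gif* and *Pgc* were higher in *Cdx2* null SI, at 520 ± 420 and 61.3 ± 60.5 r.p.m. against 339 ± 515 and 31.4 ± 20.7 in control Sto. From the genes at least 2-fold changed against control SI, the paper concludes that *Cdx2* null SI organoids are extremely similar to their stomach control.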

The gene expression profile of the *Cdx2*^*null*^ SI SC samples established by microarray analysis (Fig. 3a) was compared with that of gastric corpus^23^ and pylorus SCs (Fig. 3b). This comparison made it obvious that *Cdx2*^*null*^SI SCs resemble pylorus SCs considerably and differ from corpus SCs. Taken together, these analyses clearly established that *Cdx2* inactivation has caused the intestinal stem cells to change their identity from intestinal to gastric pylorus. This change can be made visible at the genome-wide level, by establishing the pairwise comparison of transcriptional changes between *Cdx2*^*null*^ SI SCs and control Sto SCs (two independent samples of each), which shows much more similar transcriptional profiles than *Cdx2*^*null*^ SI SCs versus control SI SCs (Fig. 3c). The genes most altered in their expression between *Cdx2*^*null*^ SI SCs and control SI SCs (see highlighted genes on the right of the heatmap in Fig. 3a and middle graph in Fig. 3c) correspond to the set of markers that define the differences between control Sto and control SI SCs (Fig. 3c, graph on the left). These differences are absent when comparing *Cdx2*^*null*^ SI SCs and control Sto SCs (Fig. 3c, graph on the right). The changes in marker gene expression in *Cdx2*^*null*^ SI SCs have all been found to be significant in a quantitative analysis of the data from the microarray analyses (see text and Supplementary Fig. 6b where the projections on the *y*-axis reflect statistical significance). Examples of genes with highly significant changes for upregulated stomach markers are *Cldn18*, *Muc1, Tff2* and *Gif*, and for downregulated intestinal markers, *Olfm4*, *Muc2, Cdx1, Cdh17, Tff3*, *Muc13 and Reg4* (Fig. 3c and Supplementary Fig. 6b). These significant differences are not present between *Cdx2*^*null*^ SI SCs and control Sto SCs (graph on the right in Supplementary Fig. 6b). These pair-wise comparisons of the transcriptional changes between *Cdx2*^*null*^ SI SCs, and control Sto and SI SCs thus settle the much closer relationship between *Cdx2*^*null*^ SI SCs and Sto SCs.

Besides retrieving the expression levels of individual genes from the array data, we directly measured the transcriptional changes between *Cdx2*^*null*^ SI organoids and their stomach and intestinal controls in independent RNA samples isolated from organoid cultures developed from single SCs (three independent samples of each). We confirmed the loss (*Olfm4*, Fig. 4a), or strong decrease in expression of the intestinal stem cell markers *Dach1, Clca4, Smoc2, Cdca7* and *Msi1* (refs 4, 5), and the increase in expression of the stomach stem cell markers *Gif*, *Col11a2* and *Pgc*^3^ in *Cdx2*^*null*^ SI SCs compared with control SI SCs (Fig. 4a,b). This quantitative marker expression analysis (Fig. 4), together with the genome-wide transcriptome comparisons (Fig. 3 and Supplementary Fig. 6), indicate that these *Cdx2*^*null*^ SI SCs have genuinely converted to stomach pyloric stem cells.

### Cdx2 ablation rapidly converts SI SCs into pyloric SCs

Candidates to cause intestinal to gastric conversion following *Cdx2* ablation are Cdx2 direct targets previously established in other studies^10^,^12^,^13^,^15^,^16^,^17^,^18^,^19^, and clearly downregulated in the *Cdx2*^*null*^ SI SCs compared with control SI SCs, such as *Muc2* (refs 16, 17, 18, 19)*, Cdh17* (ref. 10), *Reg4* (ref. 15) and *Cdx1* (refs 12, 13) (Supplementary Fig. 7). The rapidity of the transcriptional response of genes to *Cdx2* inactivation could also indicate primary involvement of Cdx2 in this process. The kinetics of the *Cdx2*^*null*^ SI identity conversion into stomach was followed by measuring intestinal and gastric gene expression in organoids at different time points after *Cdx2* inactivation in SI SCs. *Cdx2* transcripts seem to have disappeared by day 8 (Fig. 4c). Expression of the SI SC marker *Olfm4* begins to decrease at that time and a strong upregulation of the stomach marker *Gif* is then already noticeable (Fig. 4c). These changes in the gene repertoire manifested on *Cdx2* inactivation therefore are quite rapid, occurring after a week of culture and preceding further passaging, in keeping with the hypothesis of a key role of Cdx2 in sustaining the intestinal programme.

### *Cdx2* expressing gastric organoids remain stomach-like

We wondered whether Cdx2 could transform wild-type gastric epithelium in organoid cultures into tissues with intestinal identity. We generated a lentiviral stock expressing *Cdx2* from the PGK promoter (Supplementary Fig. 8) and infected dissociated wild-type pyloric stomach organoids in culture. After selection of infected cells, several clones were recovered, derived from stable infection of stem cells, which grew into organoids expressing Cdx2 (Fig. 5a) that could be passaged indefinitely. These organoids did not grow in intestinal medium. *Cdx2*-positive (*Cdx2*^*+*^) Sto organoids analysed after five passages in stomach culture conditions appeared to express the intestinal markers *Muc2* and *Tff3* at low level (Fig. 5b, left panel). In addition, immunohistochemistry revealed the expression of the Muc2 protein in a similar percentage of *Cdx2*^*+*^ Sto and control SI organoids, with the same type of epithelial distribution (Fig. 5b, right panel). Expression of these intestinal markers revealed a certain degree of intestinalization of the epithelium^19^,^22^,^24^,^25^. The *Cdx2*^*+*^ Sto organoids also downregulated stomach markers (*Gif, Muc6, Tff2* and *Cldn18*, Fig. 5c). 

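RNA-Seq was also performed on 4 libraries from wild-type pyloric stomach organoids infected with a lentivirus that carries *Cdx2* behind the PGK promoter, which are here called the libraries labelled *Cdx2*+ Sto. They held between 3649762 and 9420074 reads on genes, with a median of 5268560, more than any library of the other groups. Counts of 3 reads amounted to between 0.318 and 0.822 r.p.m. in them. *Cdx2* was at 13.2, 13.0, 13.0 and 13.8 r.p.m. in replicates 1 to 4 of these libraries (48 to 130 reads), a mean of 13.2 ± 0.382 r.p.m. (SD, n = 4) and 0.385 times the pooled level. Against control Sto its log2 fold change was −0.12 (standard error 0.26, adjusted p = 0.896 from edgeR), and 0.01 without control Sto replicate 4. The counts therefore do not show the raised *Cdx2* that the label states, which bears on each direction drawn from these libraries. The reverse cloning primer given in the paper matches the annotated transcript of 2261 bases at 1 place and leaves 1040 bases beyond it, towards the end that CEL-Seq reads. *Muc2* (chromosome 7 of mm10, 141690340 to 141754693) was at 1.97 ± 0.206 r.p.m. (8 to 16 reads) in the libraries labelled *Cdx2*+ Sto and at 1.55 ± 1.38 r.p.m. (0 to 6 reads) in control Sto, where a difference of this size was not detectable at this depth. Its log2 fold change was 0.25 (standard error 0.56, adjusted p = 0.899 from edgeR), and −0.20 without control Sto replicate 4. *Muc13* was at 8.51 ± 0.855 r.p.m. against 6.00 ± 1.56 r.p.m. in control Sto, a log2 fold change of 0.46 (standard error 0.28, adjusted p = 0.514 from edgeR), with the libraries of both groups overlapping (7.79 to 9.59 and 4.59 to 8.14 r.p.m.). The control Sto level of *Muc13* is 0.423 times its pooled level, and with 0.297 times that level subtracted and the rest divided by 1 minus that share, a setting chosen after seeing the data, the 2 groups were at 6.11 and 2.54. Among the 45 tested genes of the lists fixed beforehand, which hold the markers of the paper, 0 differed from control Sto over all genes tested and 0 when adjusted over the list alone, while 8 had an unadjusted p under 0.05 (edgeR).

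**Figure D1:**
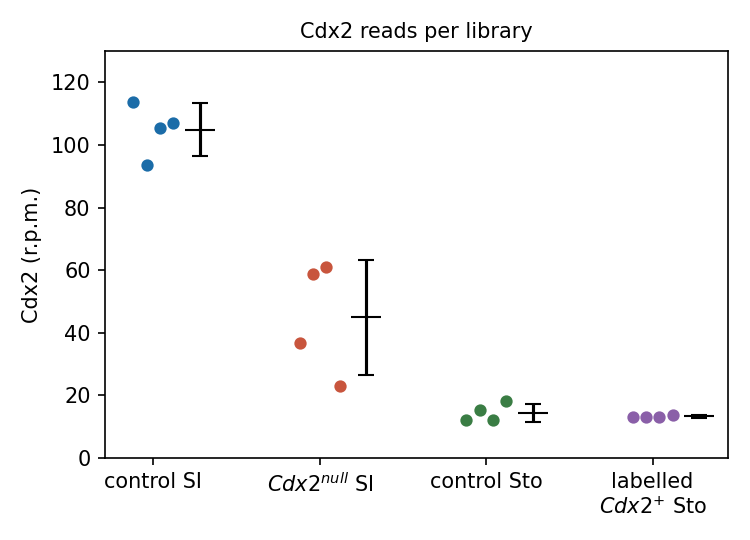
Level of *Cdx2* in r.p.m. in each library of the 4 groups (points) with the mean and SD of each group of 4 (bars). The libraries labelled *Cdx2*+ Sto, at 13.0 to 13.8 r.p.m., lie within the range of control Sto.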

Independent transcriptome analysis of *Cdx2*^*+*^ Sto organoids confirmed very mild changes in intestinal marker expression in *Cdx2*^*+*^ Sto (*Muc2* and *Muc13*) (Fig. 5d, graph on the right), but revealed that *Cdx2*^*+*^ Sto are globally more similar to control Sto than to control SI organoids (Fig. 5d). Expressing *Cdx2* is thus not sufficient to fully convert adult stomach stem cells into intestinal stem cells, unlike it is for maintaining the intestinal identity and fate of the small intestinal stem cells.

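Profiles of the libraries labelled *Cdx2*+ Sto correlated with control Sto libraries at a mean r of 0.948 and with control SI libraries at 0.937 (16 pairs each, across genes). The difference was 0.0107 (two-sided exact permutation of the control labels, p = 0.0571) and ranged from 0.0132 to 0.0160 in replicates 2 to 4, while replicate 1 gave −5.6e-06. Without that replicate it was 0.0143 and without control Sto replicate 2 it was 0.0136 (exact permutation p = 0.029 for both, the smallest possible). The 500 most variable genes gave 0.171 (exact permutation p = 0.029), the alternative that moved it most, and no filter on genes gave 0.0023 (exact permutation p = 0.343), the lowest value. Against control SI 605 genes differed at an adjusted p under 0.05 (edgeR), 305 higher and 300 lower, and against control Sto 73 did, 45 higher and 28 lower. The latter count was 317 with no filter on genes, the alternative that moved it most, and it was 11 without control Sto replicate 3 and 19 without replicate 1 of the libraries labelled *Cdx2*+ Sto. *Khdc1a* (chromosome 1 of mm10, 21349641 to 21352200), a gene with near-identical copies, was at 1802 ± 402 r.p.m. (SD, n = 4) in these libraries and 451 ± 170 in control Sto, 0.392 times its pooled level (log2 fold change 2.00, standard error 0.20, adjusted p = 3.6e-05 from edgeR). *Muc20* (chromosome 16, 32777419 to 32797435) was at 38.6 ± 8.07 and 8.82 ± 2.04 r.p.m. (log2 fold change 2.12, standard error 0.29, adjusted p = 0.0015 from edgeR). Intestinal markers as a list did not differ from control Sto (median log2 fold change −0.03, 3 of 8 higher, adjusted p = 0.689 from camera). Gastric markers were lower (median −0.37, 5 of 5, adjusted p = 0.022), with an adjusted p of 0.026 with fry, 0.0846 with an estimated correlation and 0.010 to 0.043 with each library left out in turn. Across genes, the log2 fold change of control SI over *Cdx2* null SI correlated with that of the libraries labelled *Cdx2*+ Sto over control Sto at r = 0.144, and the 2 fold changes share no library. The difference between these 2 fold changes, tested as the interaction of *Cdx2* status and tissue of origin, passed the threshold for 91 genes (edgeR). The 2 stomach groups also differ in genotype, since the paper takes control Sto from *Cdx2* -/fl mice and infects wild-type organoids. From the closer position of these profiles to control Sto, the paper concludes that expressing *Cdx2* is not sufficient to fully convert adult stomach stem cells.

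**Figure D2:**
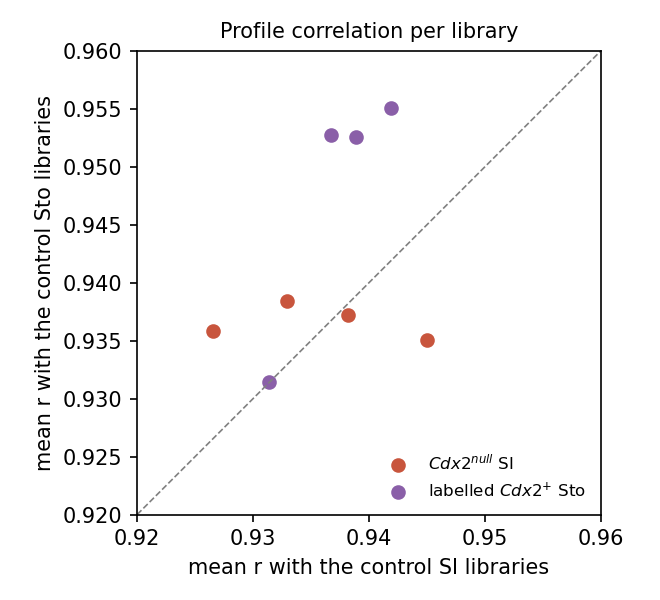
Mean correlation of each library's log2(r.p.m. + 1) profile with the 4 control SI libraries (horizontal axis) and the 4 control Sto libraries (vertical axis), for *Cdx2* null SI and the libraries labelled *Cdx2*+ Sto, with a dashed bisector. Of the libraries labelled *Cdx2*+ Sto, 3 lie above the bisector and 1 on it, while the *Cdx2* null SI libraries lie on both sides.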

## Discussion

The role of Cdx2 in the adult intestinal epithelium had been suggested previously but could not thoroughly be investigated. Loss of function of *Cdx2* in the endoderm of the adult gastro-intestinal tract in mice *in vivo* was either examined at one time point^26^,^27^ or led to the generation of mosaic epithelium wherein wild-type crypts took over^6^. Generation of chimeras between wild-type and *Cdx2*^*null*^ intestines did not allow the examination of pure clonal populations of stem cells for prolonged periods of time^7^,^28^. We now demonstrate that the inactivation of a single transcription factor Cdx2 in the adult intestinal stem cells directly is sufficient to re-specify the identity and fate of these stem cells towards stem cells that exhibit a distinct committed programme: gastric stem cells. This re-specification is rapid and extensive, as the complete series of intestinal markers tested was downregulated while the complete series of gastric markers tested was turned on in the *Cdx2*^*null*^ SI SCs. This drastic re-specification occurs in the stem cells producing the endoderm epithelium *in vitro* in the absence of mesenchyme and is irreversible regardless of the culture conditions. We therefore conclude that Cdx2 is an absolute master controller of the intestinal character of the adult stem cells of the digestive tract epithelium in a cell-autonomous way.

## Methods

### Mice

All mice were in the C57Bl6j/CBA mixed background. The generation of the *Lgr5-EGFP-Ires-CreERT2* and *Cdx2*^*+/−*^ mice, as well as the protocols to genotype them, was described earlier, respectively, by ref. 1 and ref. 29. Generation and genotyping of the strain carrying the *Cdx2* conditional allele (*Cdx2*^*fl*^) were described by ref. 6. *Cdx2*^*−/fl*^*/Lgr5-EGFP-Ires-CreERT2* mice were generated by interbreeding *Lgr5-EGFP-Ires-CreERT2, Cdx2*^*fl/fl*^ and *Cdx2*^*+/−*^ mice. They have a normal phenotype. The animals used to isolate the intestine or stomach were males and females, without distinction. They were between 3 and 10 months old. All experiments using mice were performed in accordance with the institutional and national guidelines and regulations, under control of the Dutch Committee for Animals in Experiments, and under the licenses required in The Netherlands.

### Generating organoids from intestinal crypts and stomach glands

Isolation of small intestinal crypts and stomach pyloric glands, cell dissociation, cell culture and organoids formation and culture were adapted from those previously described by refs 2, 3. In brief, an isolated small intestine was opened longitudinally. It was washed with cold PBS and chopped into pieces of about 5 mm. Gastric glands were isolated from a dissected stomach. The stomach was opened along the greater curvature and washed with saline solution. The muscular layer of the stomach was removed and the remaining epithelium was divided into 5 mm pieces. The tissue fragments were then washed with cold PBS. Intestinal tissue fragments were incubated in 2 mM EDTA in PBS at 4 °C for 30 min. Stomach tissue fragments were incubated in 10 mM EDTA in PBS at 4 °C for 2–3 h. After removal of the EDTA solution, the tissue fragments were suspended in cold PBS with 10% Fetal Bovine Serum, using a 10-ml pipette. For the intestine, this suspension was the crypt fraction. It was passed through a 70-μm cell strainer (BD Bioscience). For the stomach, the suspension was the gland fraction and it was not filtered. Centrifugation of the suspensions at 200 *g* for 5 min allowed separating crypts or glands from single cells. The pellets enriched in crypts and glands were resuspended in Matrigel (BD Bioscience) and plated in 24-well plates (about 100 crypts or glands per 50 μl per well). After polymerization of the Matrigel, 500 μl of intestinal or gastric culture medium was added per well (Advanced DMEM/F12, (Invitrogen) containing growth factors: for intestinal medium, 10–50 ng ml^−1^ EGF (Invitrogen), R-spondin1 (conditioned medium) and Noggin (conditioned medium); for gastric medium, additional supplementation with 100 ng ml^−1^ FGF10 (Preprotech), Wnt3A (conditioned medium) and 10 nM Gastrin (Sigma-Aldrich)).

### Single stem cell sorting and organoid culture

To obtain *Cdx2*^*null*^ intestinal stem cells carrying the Lgr5-EGFP marker, 5- to 6-day- old small intestinal organoids generated from *Cdx2*^*−/fl*^*/Lgr5-EGFP-Ires-CreERT2* mice were incubated with 1 μM of 4-hydroxytamoxifen in intestinal culture medium^2^,^8^ for 16 h to activate the Cre recombinase. Controls were 4-hydroxytamoxifen-untreated small intestinal (Control SI) and stomach (Control Sto) organoids issued from mice with the same genotype. The organoids were dissociated and sorted for EGFP^hi^ by using MoFlo cell sorter (DAKO) as described by ref. 3 with some modifications. In brief, intestinal or stomach organoids were dissociated in culture medium by trituration with a glass pipette, followed by trypsinization in TrypLE Express (GIBCO). After incubation at 37 °C for 5–10 min, cells were resupended in Advanced DMEM/F12 and spun down. Pellets were resuspended in stomach medium (ENRWfg) supplemented with 10 μM Rock inhibitor Y-27632 (Sigma-Aldrich) and 0.8 Units μl^−1^ DNAse for culture purposes. The suspension was passed through a 40 μM mesh filter. EGFP^hi^ cells were sorted by flow cytometry (MoFlo; DAKO). Single viable (negative staining for propidium iodide) epithelial cells were gated by forward scatter, side scatter and pulse-width parameter. Sorted cells were collected in culture medium and embedded in Matrigel (BD Bioscience) at one cell per well (in 96-well plates, 5 μl Matrigel per well). Intestinal or stomach culture medium (250 μl for 48-well plates, 100 μl for 96-well plates) containing the ROCK inhibitor Y-27632 (10 μM) was overlaid.

Control SI SCs grew and could be passaged indefinitely in small intestinal medium (SI med, ENR^2^) or in stomach medium (Sto med, ENRWfg^3^). *Cdx2*^*null*^ SI and control Sto SCs were cultured in stomach medium^3^. Medium was refreshed every 2 days. Passage of the generated organoids was performed in split ratios of 1:4 and subsequently about once per week. Growth of the organoids and expression of Lgr5-EGFP were documented by using an EVOS fl (AMG) microscope.

Fifty-nine independent clones of *Cdx2*^*null*^ SI SCs were generated during these experiments, and the analysis of 15 of these is documented in detail in this work. An equivalent number of clones of both types of controls (small intestinal and stomach) was analysed.

### Genotyping

*Cdx2*^*null*^ and control stem cells sorted for EGFP^hi^ by flow cytometry were genotyped on using 1,000 cells. Organoids were genotyped after collecting them from the clonal cultures. This procedure was repeated several times during the culture to rule out that organoids grew from cells that had escaped 4-hydroxytamoxifen-induced *Cdx2* inactivation (see Supplementary Fig. 1). Primers used are listed in Supplementary Materials.

### Gene expression analysis by RT-PCR

For RT-PCR analysis, RNA was extracted from *Cdx2*^*null*^ SI, control SI and control Sto organoids using the RNeasy Mini RNA Extraction Kit (Qiagen) and reverse-transcribed using Moloney Murine Leukemia Virus reverse transcriptase (Promega). cDNA was amplified in a thermal cycler (Veriti 96 well Thermal Cycler, Applied Biosystems, London, UK). Primers used are listed in Supplementary Materials. For full gel panels see Supplementary Figs 9 and 10.

For real-time quantitative PCR analysis, cDNA was amplified with iQSyberGreenSupermix (Biorad) on a Biorad CFX Connect Real-Time PCR System. Data were analysed using Biorad CFX Manager Software Version 2.1. Gene expression was normalized according to the expression of the housekeeping gene *Gapdh*. The primers used are listed in Supplementary Materials.

### Statistical analysis

Statistical analysis was performed on Graphpad Prism Software Version 5.0. Results are expressed as mean±s.d. One-way analysis of variance (ANOVA) was used to evaluate the differences between group means. Student’s *t*-test was used to analyse the difference between the means of two samples. *P*=0.05 was taken as the maximum value for significance. Tuckey’s Multiple comparison test was used to find whether pairwise comparison of means are significantly different from each other. The level of significance is represented by asterisks (***, highly significant *P*<0.0001; **, very significant *P*<0.001; *, significant *P*<0.05).

### Immunostaining for intestinal and stomach markers

For immunofluorescent staining on whole mounts, samples were fixed with 4% PFA for 20 min at room temperature, permeabilized with PBS 0.5% Triton-X100- 1% BSA and incubated overnight with the primary antibodies. Following several washes in PBS with 0.3% Triton-X100- 0.05% BSA, samples were incubated with the secondary antibody. Primary antibodies were mouse anti-Villin (1:100, Santa Cruz), rabbit anti-Muc2 (1:1,000, Santa Cruz), rabbit anti-Lysozyme (1:1500, DAKO), rabbit anti-Gastric Intrinsic Factor (1:24,000, generous gift from David Alpers) and mouse anti-Cdx2 (1:1,000 Biogenex). Secondary antibodies used were Alexa Fluor 568 donkey anti-mouse IgG (H+L) (Invitrogen), Alexa Fluor 488 donkey anti-mouse IgG (H+L) (Invitrogen) and Alexa Fluor 568 donkey anti-rabbit (Life Technologies). Nuclei were stained with DAPI (Invitrogen). Images of the organoids were acquired using Leica TCS SPE and TCS SPE Live confocal microscopes. Images were analysed using the Leica LAS AF Lite software.

For immunostainings on sections, small intestinal and stomach organoids were fixed and embedded in paraffin, and staining was performed on 4 μm sections according to standard protocols. Primary antibodies were mouse anti-Muc5AC (1:200, Novocastra), rabbit anti-Gastrin (1:500, Novocastra), rabbit anti-Claudin18 (1:800, Invitrogen), rabbit anti-Muc2 (1:1,000, Santa Cruz), goat anti-Tff2 (1:300, Santa Cruz), sheep anti-PepsinogenC (1:50,000, Abcam). The peroxidase-conjugated secondary antibodies used were Mouse EnVision+ (DAKO), BrightVision poly HRP-anti-rabbit IgG (Immunologic), Southern Biotech Rabbit anti-goat IgG (HIL)-UNLB and polyclonal rabbit anti-sheep immunoglobulins/HRP (DAKO). Images of the organoids were acquired using Leica DFC500 camera and Nikon Eclipse E600 microscope.

### Cell sorting and RNA isolation for microarray analysis

Organoids were dissociated and sorted by flow cytometry (MoFlo, DAKO) as described above^3^. Several independent samples were analysed for each condition. EGFP^hi^ stem cells were collected in Trizol LS (Invitrogen) and RNA isolated by using RNeasy Micro RNA Extraction Kit (Qiagen). RNA concentration and quality was determined using a NanoDrop (NanoDrop Technologies, Wilmington, DE, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), respectively. Fragmentation of cRNA, hybridization to genome-wide mRNA expression platform harbouring 20,819 unique genes (Affymetrix mouse gene ST1.1 Array Plate) and scanning were carried out according to the manufacturer’s protocol (Affymetrix, Santa Barbara, CA, USA) at the MicroArray Department of the AMC (Amsterdam, the Netherlands). Note that the array used four probe sets for *Cdx2*, covering the three exons of the gene, thus including the part of the gene that is still present in the *Cdx2*^*null*^ SI SCs. The expression data extracted from the raw files were normalized with the RMA-sketch algorithm from Affymetrix Power Tools. Pair-wise scatter plot and volcano plot were generated by using the R2 web application, which is freely available at http://r2.amc.nl ‘Microarray analysis and visualization platform’. False discovery rate (FDR) statistical method was used to correct for multiple comparisons test. An expression difference of twofold (Log_2_ fold) and a level of significance of *P*<0.05 (*t*-test) was defined as a threshold for significantly changed genes. Cluster analysis was performed by using Cluster 3.0 and Tree View 1.60 softwares. An expression difference of twofold (Log_2_ fold) was defined as a threshold for significantly changed genes. Microarray data have been deposited in Gene Expression Omnibus (accession number GSE51751).

### RNA extraction from organoids and RNA-Seq

Organoids were freed from Matrigel and resuspended in RLT buffer (Qiagen). RNA was extracted from *Cdx2*^*null*^ SI, Control SI and Control Sto organoids using the RNeasy Mini RNA Extraction Kit (Qiagen). For mRNA sequencing, 10 ng of total RNA was used as starting material. The RNA was processed using the CEL-Seq protocol^30^ and sequenced on an Illumina Nextseq using 75 bp paired end sequencing. After sequencing read 1 was aligned with the mm10 RefSeq mouse transcriptome downloaded from the UCSC genome browser^31^ using bwa^32^ with default parameters. Read 2 contains a barcode identifying the sample from which the read originated. CEL-Seq only sequences the most 3′ end of a transcript and generates one read per transcript. Samples were r.p.m. (reads per million) normalized. Only genes with more than 10 r.p.m. in at least four samples were used for subsequent analysis. Sequencing data have been deposited in Gene Expression Omnibus under accession number GSE62784.

### *Cdx2* ectopic expression in wild-type stomach organoids

Full-length *Cdx2* cDNA was cloned behind the PGK promoter into Sal1 and Xho1 restriction sites of the pLV_pGK_2A_dsRED_IRES-Puro plasmid (generous gift from Henner Farin from the Clevers lab) using the following primers:

forward, 5′- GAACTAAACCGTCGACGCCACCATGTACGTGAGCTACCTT -3′;

reverse, 5′- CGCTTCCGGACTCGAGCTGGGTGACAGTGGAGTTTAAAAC -3′.

To generate a lentiviral stock expressing *Cdx2*, the Human Embryonic Kidney 293T (HEK 293T) cells were cultured in 10% FCS DMEM in a 150 cm dish, to a confluency of about 80%. Cells were transiently transfected with the *Cdx2* expressing vector (30 μg) in the presence of polyethylenimine (PEI) (Polysciences) in serum-free DMEM, according to the manufacturer’s instructions. The medium was changed once on the next day to remove PEI. After two more days, the medium was collected, passed through a 0.45-μm filter and centrifuged it at 8,000 *g* overnight at 4 °C. The supernatant was discarded and the pellet resuspended in 500 μl of infection medium (stomach medium plus 10 mM nicotinamide (Sigma-Aldrich) plus 10 μM Y27632 (p160 ROCK inhibitor, Sigma-Aldrich) plus 8 μg ml^−1^ Polybrene (Sigma-Aldrich).

Stomach organoids were infected by a lentiviral suspension and cultured under puromycin selection according to the protocol previously described by ref. 8 modified as follows. In brief, about 500 organoids were transferred to a 15-ml Falcon tube and dissociated with a fire-polished glass pipette. Organoid fragments were incubated with TripLE Express (GIBCO) for 5 min at 37 °C. Medium containing 5% serum was added, and the cells were pelleted at 400 *g* for 5 min. The supernatant was discarded and the cell clusters resuspended in 500 μl of infection medium (see above). Cell clusters were combined with 500 μl of viral suspension and transferred into four wells of a 48-well culture plate. The plate was centrifuged at 600 *g* at 32 °C for 60 min and placed for another 6 h in an incubator at 37 °C. After this time, the cells were collected, transferred into 1.5 ml Eppendorf tube and spun them down at 400 *g* for 5 min. The supernatant was discarded, and the pellet was resuspended in 100 μl Matrigel (BD Biosciences) and distributed to two wells of a 24-well culture plate. 500 μl of infection medium without polybrene was added per well. Two days after infection, the medium was refreshed and puromycin (2 μg ml^−1^) was added. Organoids were maintained in Sto culture conditions and passaged every week. Marker dsRed expression was scored and Cdx2 protein expression assayed by immunofluorescence.

## Author contributions

J.D., S.S. and M.B. designed the experimental approach; S.S., M.B., M.H., L.K. and M.vd W. designed and performed the experiments; T.S. contributed to the initial discovery of the *Cdx2*^*null*^ intestinal stem cell properties; F.B. participated in the generation of the *Cdx2* conditional mouse mutant line; A.v.O. supervised the RNA sequencing work; H.C. provided the expertise and facilities to perform the work with organoid cultures; J.D. and S.S. wrote the manuscript.

## Additional information

**How to cite this article:** Simmini, S. *et al*. Transformation of intestinal stem cells into gastric stem cells on loss of transcription factor Cdx2. *Nat. Commun.* 5:5728 doi: 10.1038/ncomms6728 (2014).

**Accession codes:** Accession number for the microarray and RNA-Seq data are respectively GSE51751 and GSE62784.

## Supplementary Material

Supplementary Information Supplementary Figures 1-10 and Supplementary Methods

## Figures and Tables

**Figure 1:**
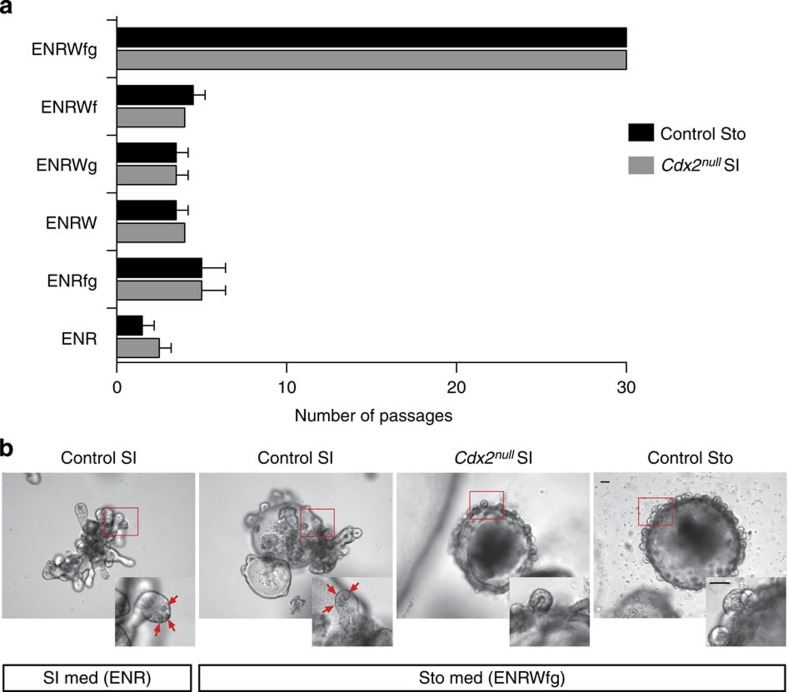
Isolated *Cdx2*^*null*^ SI SCs form gastric organoids. (**a**) Graph summarizing the growth performance (two independent experiments) of *Cdx2*^*null*^ SI SC-derived organoids and control Sto SC-derived organoids (issued from single Sto SCs) in medium dedicated to SI organoids (ENR, last rows of the graph, containing Egf, Noggin and R-Spondin1), in medium dedicated to Sto organoids (ENRWfg, top rows of the graphs, containing in addition to ENR, Wnt3a conditioned medium (W), Fgf10 (f) and Gastrin (g)), in SI medium supplemented with Fgf and Gastrin (ENRfg), SI medium supplemented with Wnt (ENRW), SI medium supplemented with Wnt and Gastrin (ENRWg) and SI medium supplemented with Wnt and Fgf (ENRWf). Black bars, stomach control organoids; dark grey bars, *Cdx2*^*null*^ SI organoids. *x*-axis, number of passages (one passage in average every 7 or 8 days). Error bars, s.d. (**b**) Control SI organoids in intestinal and stomach conditions (left two panels); insets, higher magnification of buds; red arrows, Paneth cells; *Cdx2*^*null*^ SI organoids (third panel from left) and control Sto organoids (right panel) in stomach conditions. Bars, 150 μm. med, medium. Images are representative of the results of more than 30 experiments.

**Figure 2:**
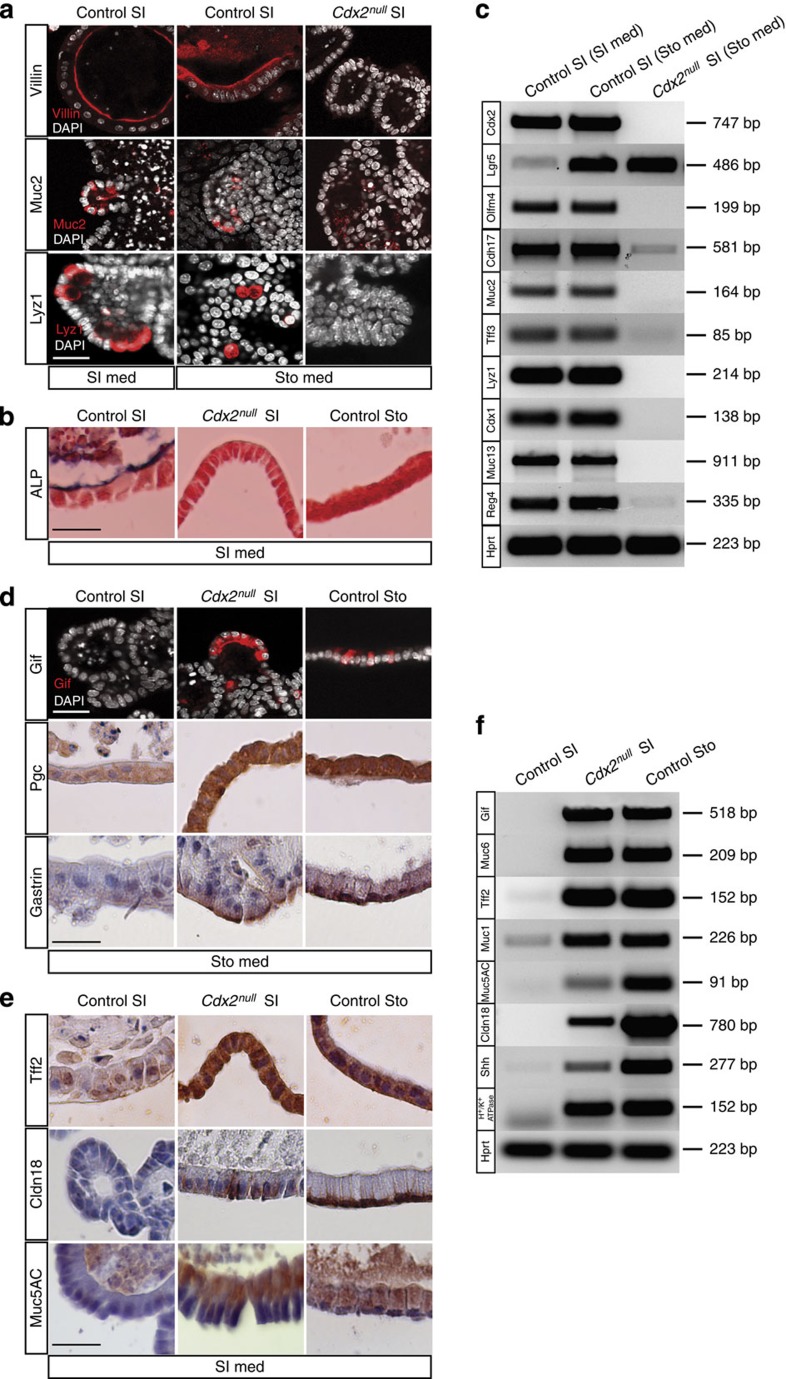
*Cdx2*^*null*^ SI organoids lost intestinal and express stomach markers. (**a**) *Cdx2*^*null*^ SI organoids grown from single SCs fail to express the intestinal markers Villin, Muc2 and Lyz1, whereas control SI organoids grown in the same stomach conditions (ENRWfg) do, like they do in intestinal (ENR) growth conditions. (**b**) *Cdx2*^*null*^ SI organoids and control Sto organoids grown for 10 days in intestinal culture medium do not express the intestinal differentiation marker ALP, whereas this marker is expressed in control SI organoids in the same growth conditions. Bar, 25 μm. (**c**) RT-PCR experiments using RNA from independent clones of control SI SC-derived organoids grown in intestinal and gastric conditions, and from *Cdx2*^*null*^ SI SC-derived organoids grown in gastric conditions; intestinal markers, *Olfm4, Cdh17, Muc2, Tff3, Lyz1, Cdx1, Muc13* and *Reg4.* (**d**) Organoids growing from single *Cdx2*^*null*^ SI SCs express the gastric markers Gif, Pgc and Gastrin, like control Sto organoids do, but unlike control SI organoids, all samples were grown in the same gastric conditions. (**e**) *Cdx2*^*null*^ SI organoids and control Sto organoids grown for 10 days in culture medium to allow gastric differentiation of control Sto organoids do express the gastric differentiation markers Tff2, Cldn18 and Muc5AC, Control SI organoids do not. Bar, 25 μm. (**f**) Expression detected by RT-PCR of the gastric markers *Gif*, *Muc6*, *Tff2, Muc1*, *Muc5AC, Claudin18, Shh* and *H*^*+*^*/K*^*+*^ *ATPase* in *Cdx2*^*null*^ SI organoids, compared with control SI and control Sto organoids. For *Gif*, *Muc6* and *Muc1* detection, the culture medium for all three samples was Sto medium; for *Tff2, Muc5AC, Claudin18, Shh* and *H*^*+*^*/K*^*+*^ *ATPase* detection, the medium used for all three samples was stomach differentiation medium allowing gastric differentiation of control Sto organoids; this medium corresponds to SI medium. med, medium. Images are representative of the results obtained in three independent experiments performed on each of two independent clones.

**Figure 3:**
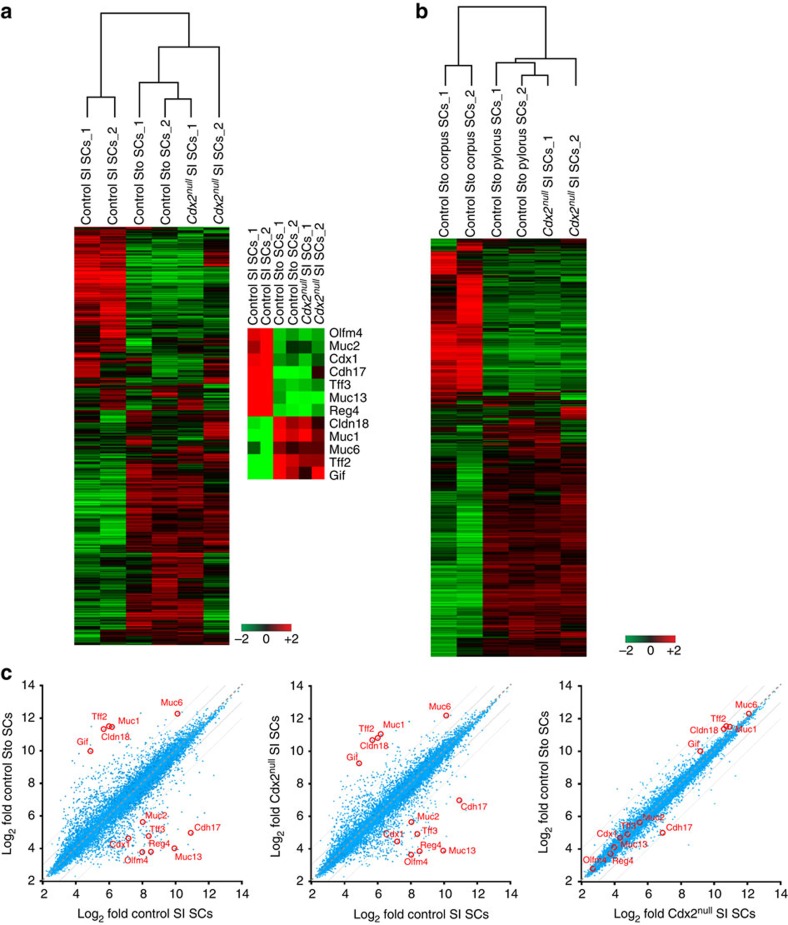
Transcriptome analysis of *Cdx2*^*null*^SI SCs. (**a**) Heatmap comparison of the transcriptome of *Cdx2*^*null*^ SI SCs with control SI SCs and Sto SCs (two independent samples of each) cultured in the same gastric conditions. Downregulated and upregulated genes considered to build the heatmap are the genes with at least a twofold change in transcription. Genes characterizing the signature of SI and Sto SCs are listed on the right of the heatmap: among the downregulated genes are the intestinal markers *Olfm4*, *Muc2, Cdx1*, *Cdh17, Tff3*, *Muc13 and Reg4*; among the upregulated genes are the gastric markers *Claudin18*, *Muc1, Muc6*, *Tff2* and *Gif*. Hierarchical clustering is shown on the top. (**b**) Transcriptome analysis of *Cdx2*^*null*^ SI SCs compared with control gastric pyloric and corpus SCs (two independent samples of each category of SCs). Hierarchical clustering is on the top. (**c**) Pair-wise scatter plot analysis of changes in gene expression (two independent samples each time) showing that *Cdx2*^*null*^ SI SCs exhibit much more gene expression similarity with control Sto SCs (graph on the right) than with control SI SCs (graph in the middle). Each dot (blue or red) in the graph represents a gene present on the array used in the Affymetrix analysis. Dots along the bisector line are similarly expressed in the two samples compared. Dots shown in red correspond to genes with higher expression (Log_2_ fold) in the sample indicated on the closest axis; the farther from the bisector, the bigger the difference. The genes the most altered in expression (red dots) correspond to the genes highlighted on the right of the heatmap in Fig. 3a.

**Figure 4:**
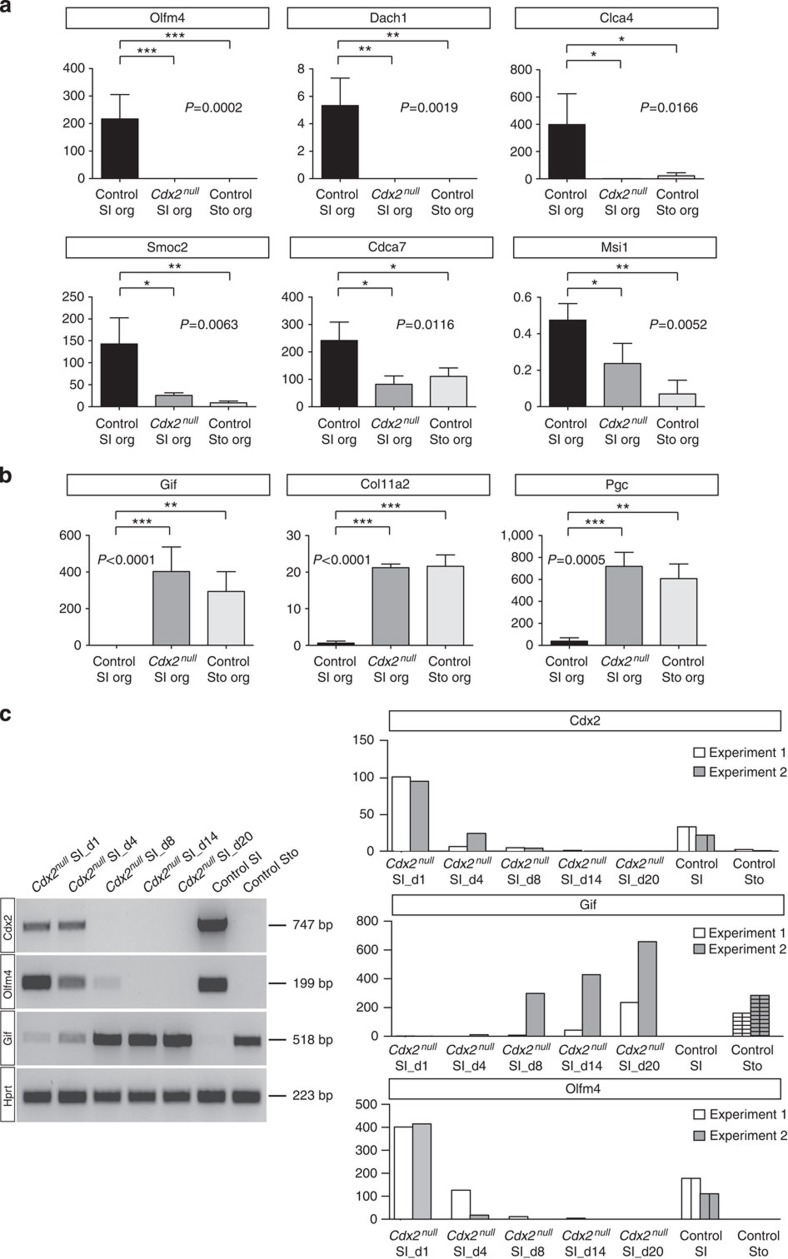
SI and Sto SC marker gene expression in *Cdx2*^*null*^ SI organoids. (**a**) Expression of the SI SC markers *Olfm4*, *Dach1, Clca4, Smoc2, Cdca7* and *Msi1.* org, organoids. (**b**) Expression of the stomach-specific SC markers *Gif*, *Col11a2, and PepsinogenC (Pgc)* in control SI organoids (black bar), *Cdx2*^*null*^ SI organoids (dark grey) and control Sto organoids (lighter grey). Along the *y*-axis, relative RNA amounts measured in three independent samples per condition, normalized for *Gapdh* expression. Error bars are s.d. values. For each marker, one-way analysis of variance according to the ANOVA test is indicated by the *P* value underneath the graph. *P*<0.05 indicates that the differences are significant. Tuckey’s test for multiple comparison was run for pair-wise comparison of the means of the samples, with *** meaning highly significant difference, ** very significant difference and * significant difference (see Methods for more details). org, organoids. (**c**) Time course of the downregulation of intestinal markers and the upregulation of gastric markers in SI SCs on inactivation of *Cdx2.* Left panel, RT-PCR for *Cdx2, Olfm4, Gif* and the house keeping gene *Hprt.* Right panel, graph representing the quantitative RT-PCR results of two independent time course experiments; light grey, five time points in experiment 1; dark grey, five time points in experiment 2; grey with internal patterns, control SI and control Sto.

**Figure 5:**
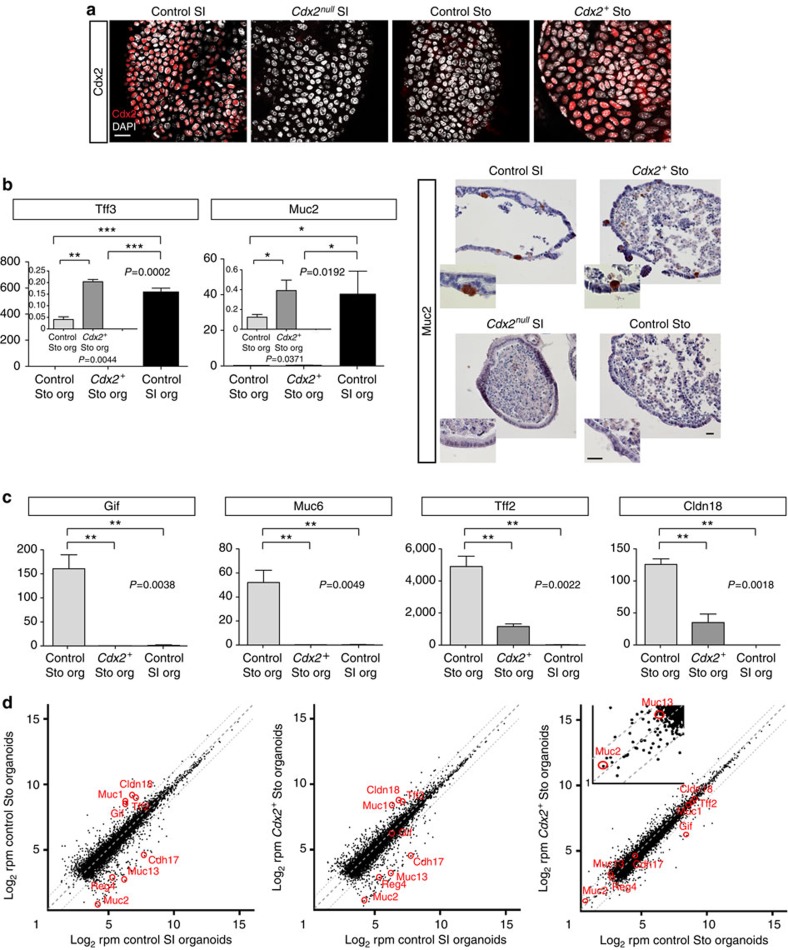
Expression of Cdx2 in wild-type Sto organoids fails to fully convert them into SI organoids. (**a**) Expression of Cdx2 in whole mounts of control SI organoids, *Cdx2*^*null*^ SI and control Sto organoids and *Cdx2* expressing Sto organoids (*Cdx2*^*+*^ Sto), all grown in Sto medium. Bar, 25 μm. (**b**) Left panel, quantitative measurement of transcripts of the intestinal markers *Tff3* and *Muc2* in *Cdx2*^*+*^ Sto compared with control Sto and SI organoids. The graph showing expression of intestinal markers in *Cdx2*^*+*^ Sto versus control Sto organoids is blown up in the insets to document the statistically significant small increase in expression (*t*-test, see Methods). For each marker, two independent experiments were performed, and the ANOVA and Tuckey’s tests were used (See Methods for more details). Asterisks in the inset were calculated using one tail *t*-test. org, organoids. Right panel, immunostaining for Muc2 in *Cdx2*^*+*^ Sto organoids, *Cdx2*^*null*^SI organoids and control SI and Sto organoids; a similar proportion of *Cdx2*^*+*^ Sto and control SI organoids (about 50%) contained positive cells for the immune reaction. Bar, 25 μm. (**c**) Quantitative measurement of transcripts (two independent experiments for each gene) of the gastric markers *Gif, Muc6, Tff2* and *Claudin18* in *Cdx2*^*+*^ Sto organoids compared with control Sto organoids and control SI organoids. Error bars, s.d. values. org, organoids. (**d**) Transcriptome analysis on performing RNA-Seq on *Cdx2*^*+*^ Sto organoids and control SI and Sto organoids. Scatter plot of the Log_2_ mean r.p.m. values per gene for *Cdx2*^*+*^ Sto against the Log_2_ mean r.p.m. values per gene for control organoids (four independent samples each time). The highlighted genes in the inset (graph on the right) are intestinal markers that are slightly upregulated (Log_2_ fold) in the *Cdx2*^*+*^ Sto compared with control Sto organoids. Dots along the bisector line are similarly expressed in the two samples compared. Outer dashed lines indicate the twofold difference boundary. Images in **a**, **b** (immunostainings) are representative of the results of three independent experiments each time.

# Supplementary material for: Transformation of intestinal stem cells into gastric stem cells on loss of transcription factor Cdx2
**Source:** Nat Commun. 2014 Dec 11;5:5728. doi: 10.1038/ncomms6728
**Supplement:** Supplementary Information — Supplementary Figures 1-10 and Supplementary Methods

## Supplementary Figures

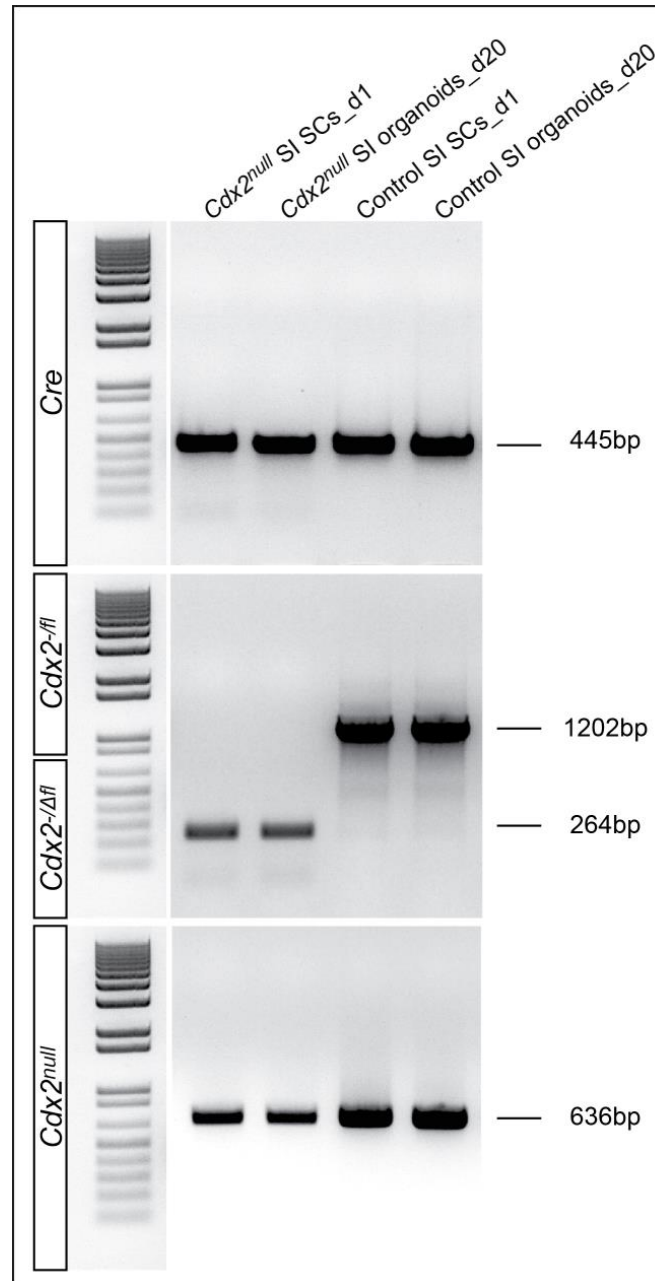

**Supplementary Fig. 1. Genotyping of *Cdx2*<sup>null</sup> and control SI SCs at different time points of the cultures.** Shown here are the diagnostic PCR results for FACS-sorted *Cdx2*<sup>fl</sup>/*Lgr5*-EGFP-*Ires*-*CreERT2* SI SC samples after treatment with 4-hydroxytamoxifen (*Cdx2*<sup>null</sup>) or untreated (control). The *Cre* allele and one *Cdx2*<sup>null</sup> allele are present everywhere, the *Cdx2*<sup>fl</sup> allele is present solely in the absence of 4-hydroxytamoxifen (control), and the inactivated *Cdx2*<sup>Δfl</sup> allele is present solely in the presence of 4-hydroxytamoxifen (*Cdx2*<sup>null</sup>). Genotyping was performed on samples of clonal cultures one day after 4-hydroxytamoxifen treatment and repeated after two passages to verify homogeneity of the *Cdx2*<sup>null</sup> organoids.

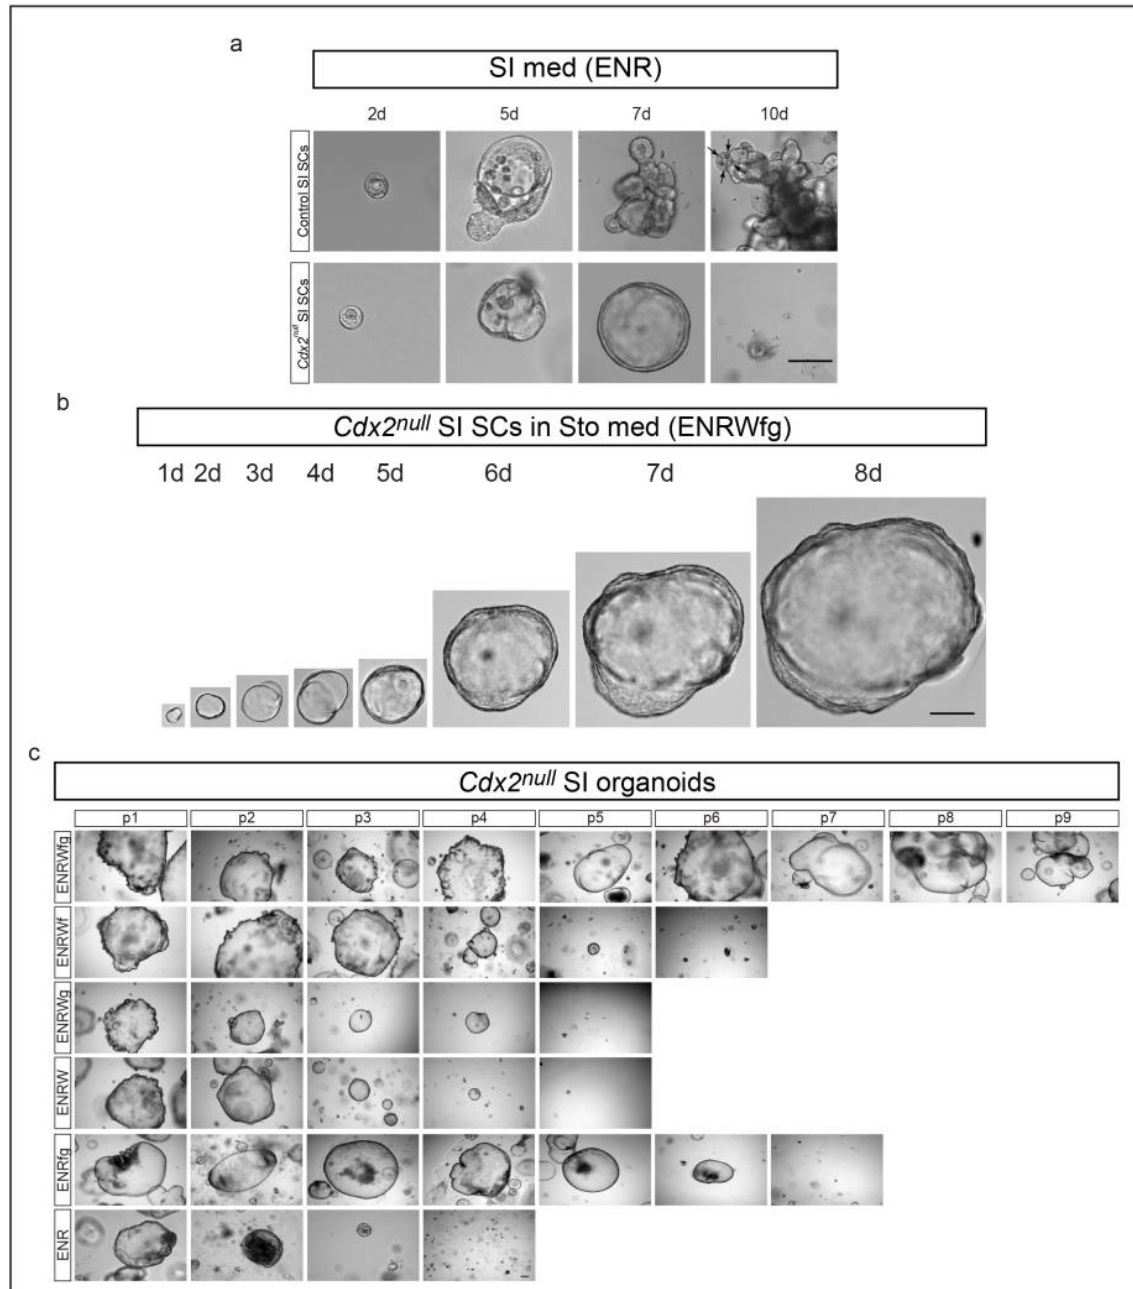

**Supplementary Fig. 2. *Cdx2<sup>null</sup>* SI SCs require stomach growth conditions and generate stomach organoids.** **a.** *Cdx2<sup>null</sup>* SI SCs fail to generate buds and instead become cystic and die in intestinal medium ENR, whereas their control counterpart grow, generate numerous buds and can be passaged indefinitely. Arrows indicate Paneth cells. **b.** Isolated *Cdx2<sup>null</sup>* SI SCs grow as gastric organoids in stomach medium, ENRWfg, containing ENR supplemented with Wnt3a (W), Fgf10 (f) and Gastrin (g). **c.** *Cdx2<sup>null</sup>* small intestinal organoids totally depend on the stomach-specific organoid conditions to grow. Views of a growing culture of SC-derived *Cdx2<sup>null</sup>* SI organoids, in stomach medium ENRWfg (first row); the first 9 of a large number of passages are shown. The following rows show the evolution of such cultures when deprived of, respectively Gastrin (second row), Fgf10 (third row), Fgf10 and Gastrin (fourth row), Wnt3a (fifth row), and Wnt3a, Fgf10 and Gastrin (last row). The latter condition (ENR or SI medium) does not allow the culture to be passaged more than once or twice. Bar, 150  $\mu$ m. med, medium.

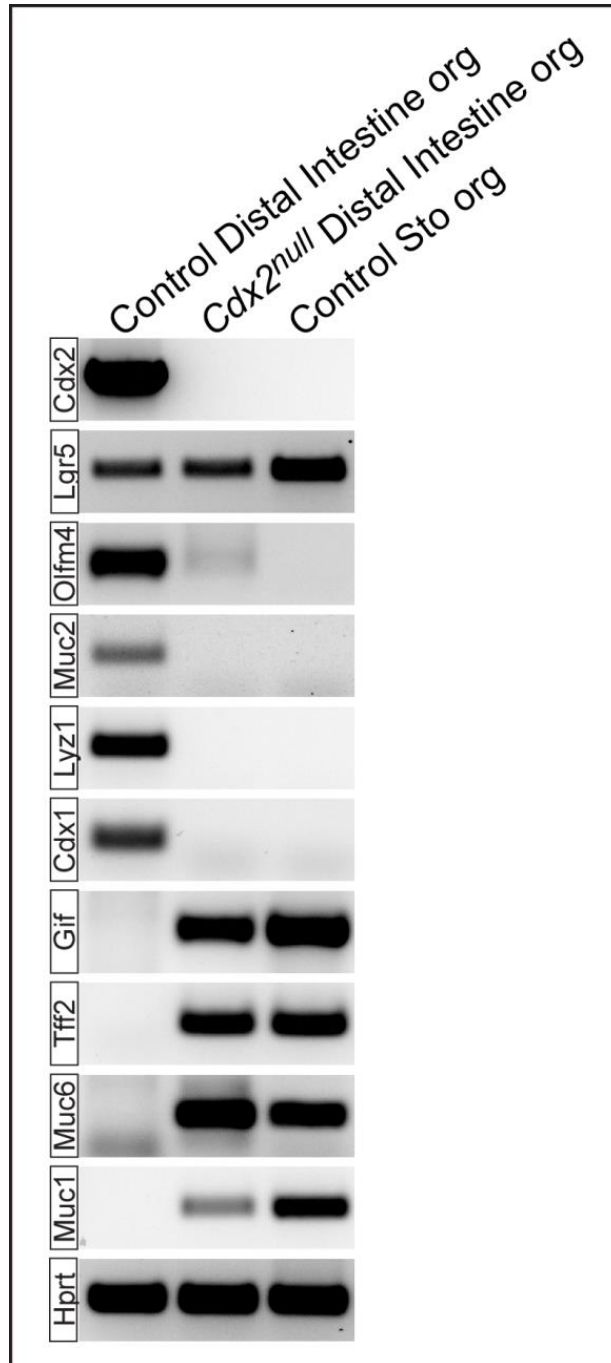

**Supplementary Fig. 4. SCs from the distal small intestine also convert to Sto SCs in the absence of *Cdx2*.** RT PCR experiments using RNA from SC-derived control distal intestinal organoids (first column), *Cdx2*<sup>null</sup> distal intestinal organoids (second column) and control Sto organoids (third column), all grown in gastric conditions; intestinal markers *Olfr4*, *Muc2*, *Lyz1*, and *Cdx1*, are expressed in control distal intestinal organoids and fail to be expressed in *Cdx2*<sup>null</sup> distal intestinal organoids; gastric markers *Gif*, *Tff2*, *Muc6*, and *Muc1* are not expressed in distal intestinal organoids but strongly upregulated in *Cdx2*<sup>null</sup> distal intestinal organoids. This experiment was performed three times using independently generated samples. org, organoids.

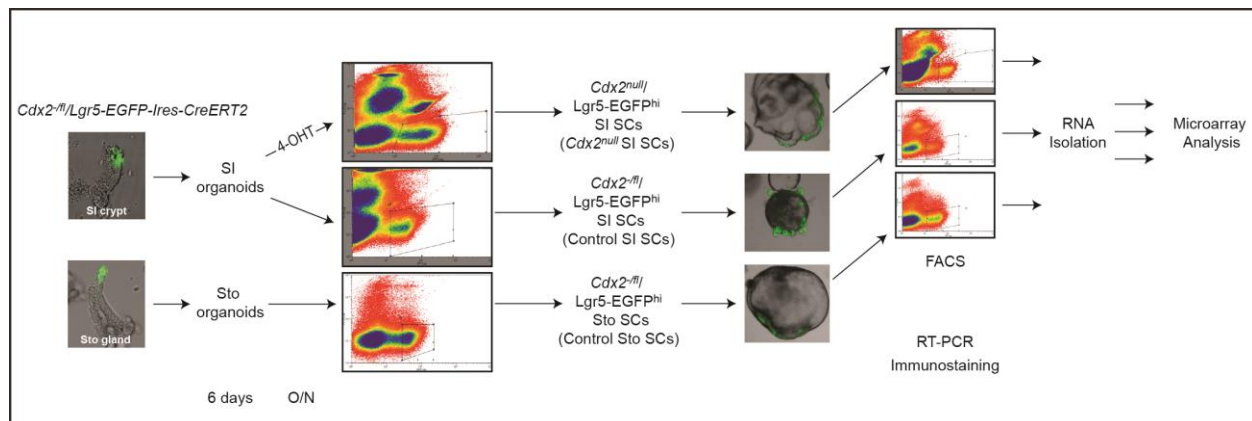

**Supplementary Fig. 5. Structure of the experiments to characterize single clones of *Cdx2*<sup>null</sup> SI SCs versus controls.** Each step of the protocol is described in the Methods section (Generating organoids from intestinal crypts and stomach glands, Single cell sorting and organoid culture, and Cell sorting and RNA isolation for microarray analysis).

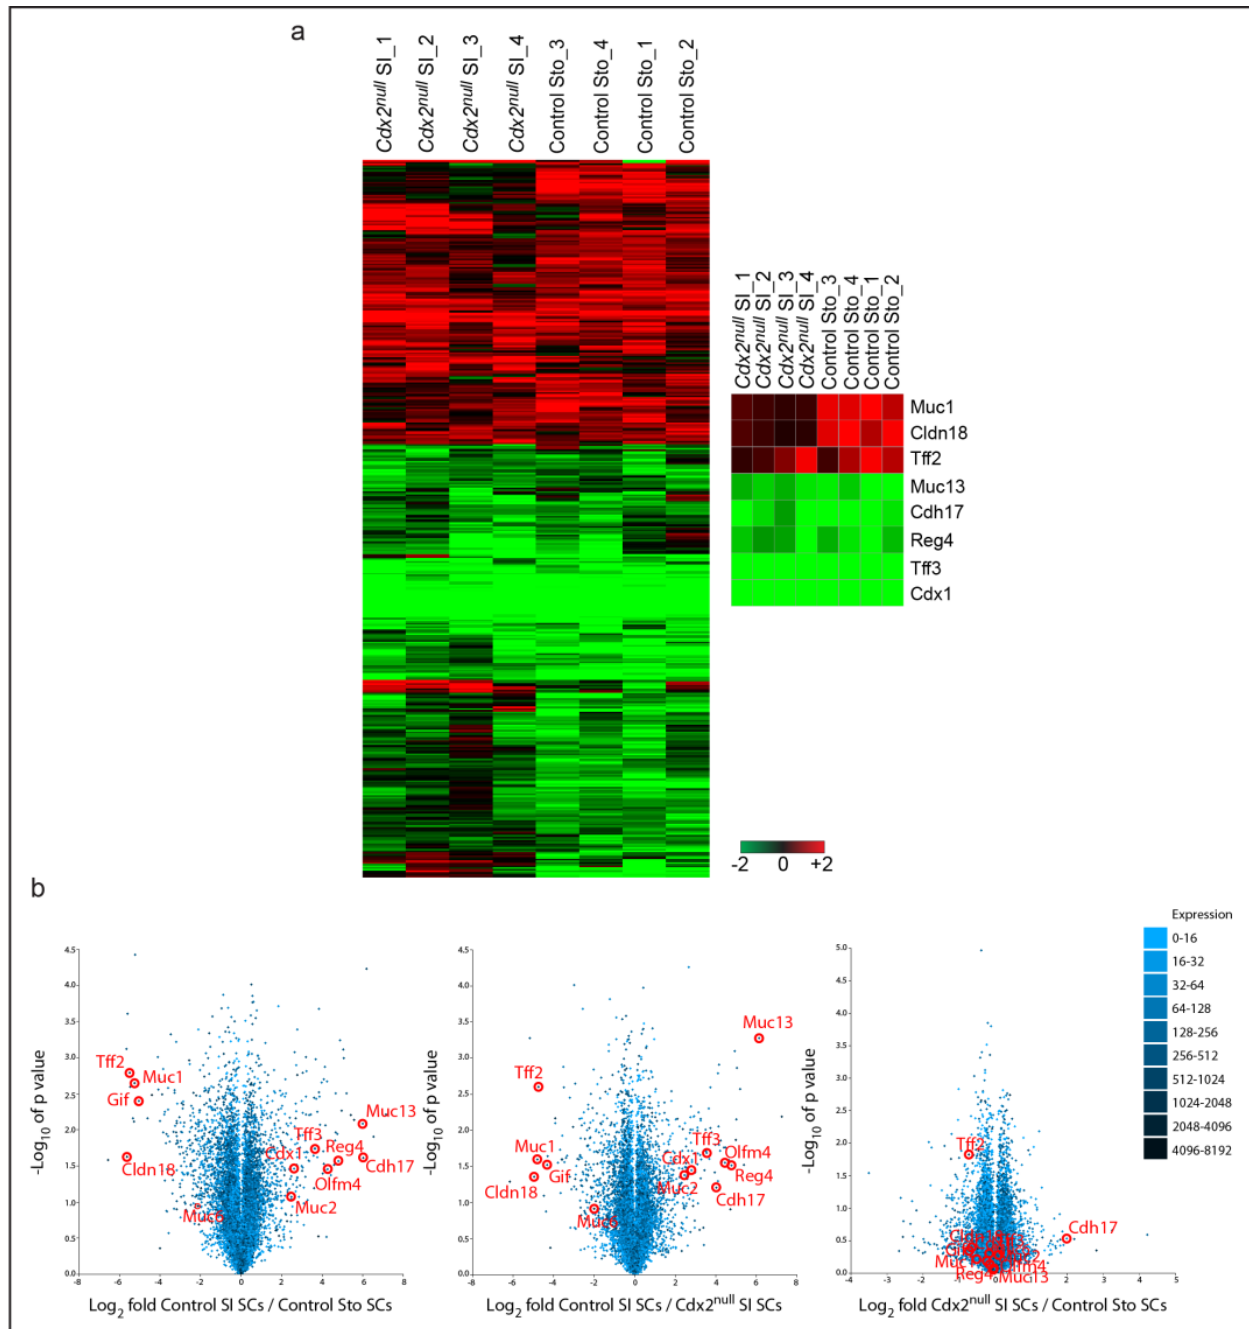

**Supplementary Fig. 6. a. Transcription profile of additional SC-derived  $Cdx2^{null}$  SI versus Sto control organoids.** mRNA sequencing data comparing  $\text{Log}_2$  fold changes in SC-derived  $Cdx2^{null}$  SI and control Sto organoids (4 independent samples of each), each relative to control SI organoids (mean of 4 independent samples). Genes with at least an average of two-fold change compared to the control SI organoids are included in the heatmap. For scaling purposes genes that have a more than four-fold change are depicted as four-fold change. Extraction of data corresponding to stomach markers (*Muc1*, *Cldn18* and *Tff2*) intestinal (*Muc13*, *Cdh17*, *Reg4*, *Tff3* and *Cdx1*) and is shown on the right. The comparison stresses the similarity between  $Cdx2^{null}$  SI and control Sto organoids. **b. Quantitative statistical analysis of the transcription changes measured by microarray between  $Cdx2^{null}$  SI SCs and controls.** Pairwise volcano plot analysis of the microarray data shown in Fig. 3a (two independent

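In r.p.m., *Muc1* and *Cldn18* of *Cdx2* null SI were nearer to control SI than to control Sto. *Muc1* was at 111 ± 12.7 r.p.m. (SD, n = 4) in *Cdx2* null SI, 0.457 times its pooled level, with a log2 fold change of 0.44 against control SI (standard error 0.20, adjusted p = 0.258 from edgeR) and −1.75 against control Sto (standard error 0.19, adjusted p = 3.6e-05). *Cldn18* was at 143 ± 22.9 r.p.m., 0.435 times its pooled level, with a log2 fold change of 0.34 against control SI (standard error 0.17, adjusted p = 0.330 from edgeR) and −1.88 against control Sto (standard error 0.17, adjusted p = 5.0e-06). The control SI levels of both lie close to the lowest ratio to the pooled level among abundant genes, and if that share comes from other libraries, their fold changes against control SI are compressed. With 0.297 times the pooled level subtracted and the rest divided by 1 minus that share, a setting chosen after seeing the data, *Muc1* was at 14.1 in control SI, 55.3 in *Cdx2* null SI and 430.4 in control Sto, and *Cldn18* at 22.9, 64.9 and 614. *Tff2* (chromosome 17 of mm10, 31141049 to 31144282) was at 353 ± 257 r.p.m. in *Cdx2* null SI, 142 ± 23.3 in control SI (0.418 times its pooled level) and 460 ± 231 in control Sto. After the same subtraction and division *Tff2* was at 58.7 in control SI, 358 in *Cdx2* null SI and 510 in control Sto. Its log2 fold change against control SI was 1.31 (standard error 0.39, adjusted p = 0.0779 from edgeR, and 8.8e-04 to 0.301 over the alternatives), and it passed the threshold with no filter on genes and without *Cdx2* null SI replicate 4 (adjusted p = 0.036). Without *Cdx2* null SI replicate 1, which held 728 r.p.m., it was 0.67. Each of the 5 intestinal markers was lower in *Cdx2* null SI than in control SI. *Muc13* (chromosome 16, 33794037 to 33819934) was at 8.38 ± 1.42 r.p.m. in *Cdx2* null SI and 43.3 ± 13.5 in control SI (log2 fold change −2.38, standard error 0.24, adjusted p = 3.1e-06 from edgeR). *Cdh17* was at 27.3 ± 14.1 r.p.m. in *Cdx2* null SI (log2 fold change −2.73 against control SI, standard error 0.24, adjusted p = 6.2e-07 from edgeR). *Reg4* (chromosome 3, 98222156 to 98236748) was at 7.96 ± 2.44 r.p.m. in *Cdx2* null SI, 37.5 ± 17.5 in control SI and 6.61 ± 1.94 in control Sto (log2 fold change −2.26, standard error 0.31, adjusted p = 2.1e-04 from edgeR). *Tff3* (chromosome 17, 31125306 to 31129646) was at 24.1 ± 2.99 r.p.m. in *Cdx2* null SI, 262 ± 171 in control SI and 26.6 ± 3.31 in control Sto (log2 fold change −3.43, standard error 0.32, adjusted p = 1.3e-06 from edgeR). *Cdx1* was at 53.5 ± 5.10 r.p.m. in *Cdx2* null SI (log2 fold change −3.25 against control SI, standard error 0.14, adjusted p = 1.0e-11 from edgeR). In *Cdx2* null SI these 5 markers were at 0.402 (*Tff3*), 0.404 (*Cdx1*), 0.566 (*Cdh17*), 0.590 (*Muc13*) and 0.639 (*Reg4*) times their pooled level. Against control Sto, the log2 fold changes of *Muc13*, *Cdh17*, *Tff3* and *Cdx1* were 0.45, 0.27, −0.15 and −0.21, none past the threshold (adjusted p from 0.641 to 0.937, edgeR). That of *Cdh17* became −0.08 without *Cdx2* null SI replicate 3.

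**Figure D3:**
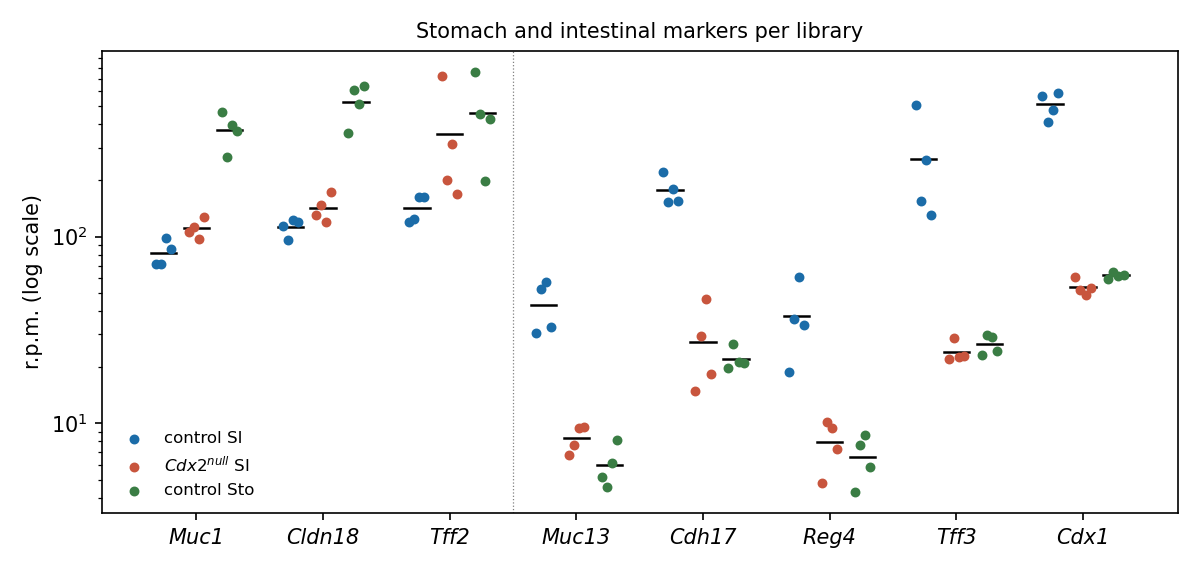
Level of the stomach markers *Muc1*, *Cldn18* and *Tff2* and of the intestinal markers *Muc13*, *Cdh17*, *Reg4*, *Tff3* and *Cdx1* in r.p.m. on a log axis, 1 point per library and a horizontal line at the mean of each group of 4. The intestinal markers of *Cdx2* null SI sit at the level of control Sto, while *Muc1* and *Cldn18* of *Cdx2* null SI sit near control SI.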

samples of each type of SCs) shows the differences, using pair-wise comparisons, between *Cdx2*<sup>null</sup> SI SCs, control Sto SCs and control SI SCs. Each gene present on the Affimetrix array used is represented by a dot in the graphs, with darker color meaning higher expression level. In each graph, genes projecting on the x value zero do not show change in expression in the two samples compared. Per graph, genes indicated in red projecting on negative values on the x axis are decreased in expression in the first sample of the comparison versus the second, and genes indicated in red projecting on positive values of the x axis are increased in expression in the first sample of that comparison. Projections on the y axis indicate statistical significance ( $-\text{Log}_{10}$  of p value). The genes highlighted in red are the same markers as highlighted in the heatmap of Fig. 3a, and this marker gene series overlaps with the gene series studied by independent direct quantitative RNA analysis (Fig. 4 and Supplementary Fig. 7).

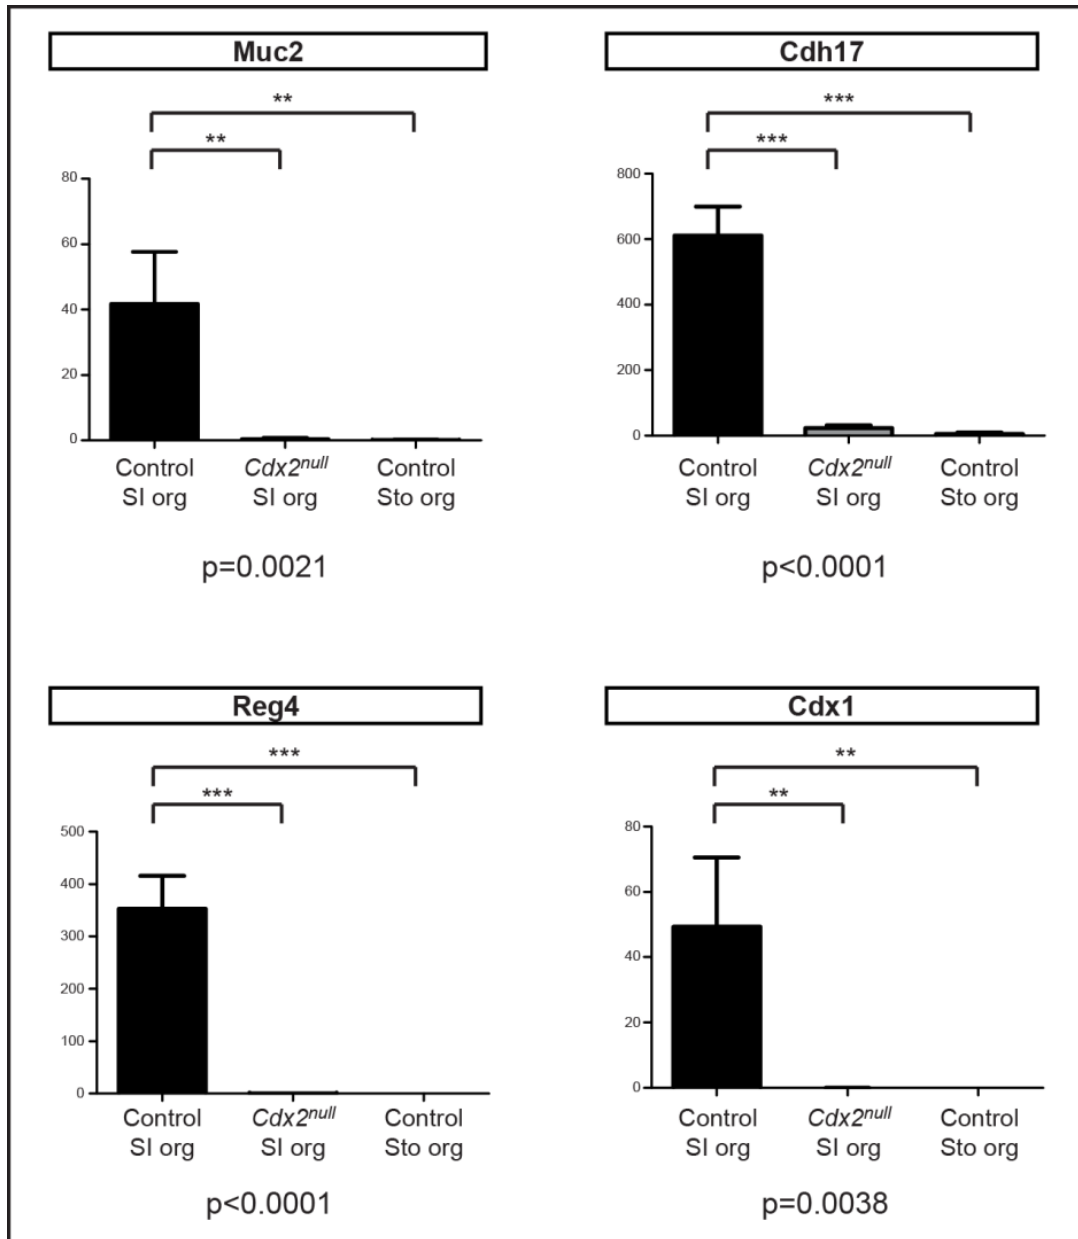

**Supplementary Fig. 7. Assessment of the down regulation of *Cdx2* targets in independent samples of *Cdx2*<sup>null</sup> SI versus controls.** Direct *Cdx2* targets normally expressed in control SI SCs such as *Muc2*, *Cdh17*, *Reg4* and *Cdx1* were considerably downregulated in the *Cdx2*<sup>null</sup> SI organoids compared with control SI organoids. These markers are lowly and similarly expressed in *Cdx2*<sup>null</sup> SI and in control Sto organoids. Quantitative RT PCR analysis was performed on three independent samples of each type of material. Values along the y axis are relative amounts of RNA normalized for *Gapdh* expression. Error bars are standard deviations. For each marker, one way analysis of variance according to the ANOVA test is indicated by the p value underneath the graph. p<0.05 indicates that the differences are significant. Tuckey's test for multiple comparison was run for pair-wise comparison of the means of the samples, with \*\*\* meaning highly significant difference, \*\* very significant difference and \* significant difference. See Methods for more details about statistical analysis. org, organoids.

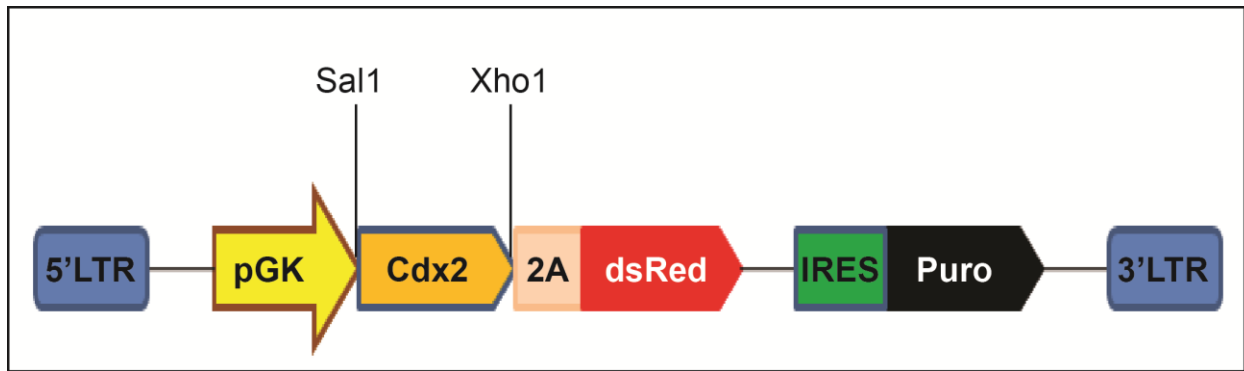

**Supplementary Fig. 8. Lentiviral expression construct used to force Cdx2 expression in Sto organoids.** Full-length *Cdx2* cDNA was cloned behind the PGK promoter into Sal1 and Xho1 restriction sites of the pLV\_pGK\_2A\_dsRED\_IRES-Puro plasmid.

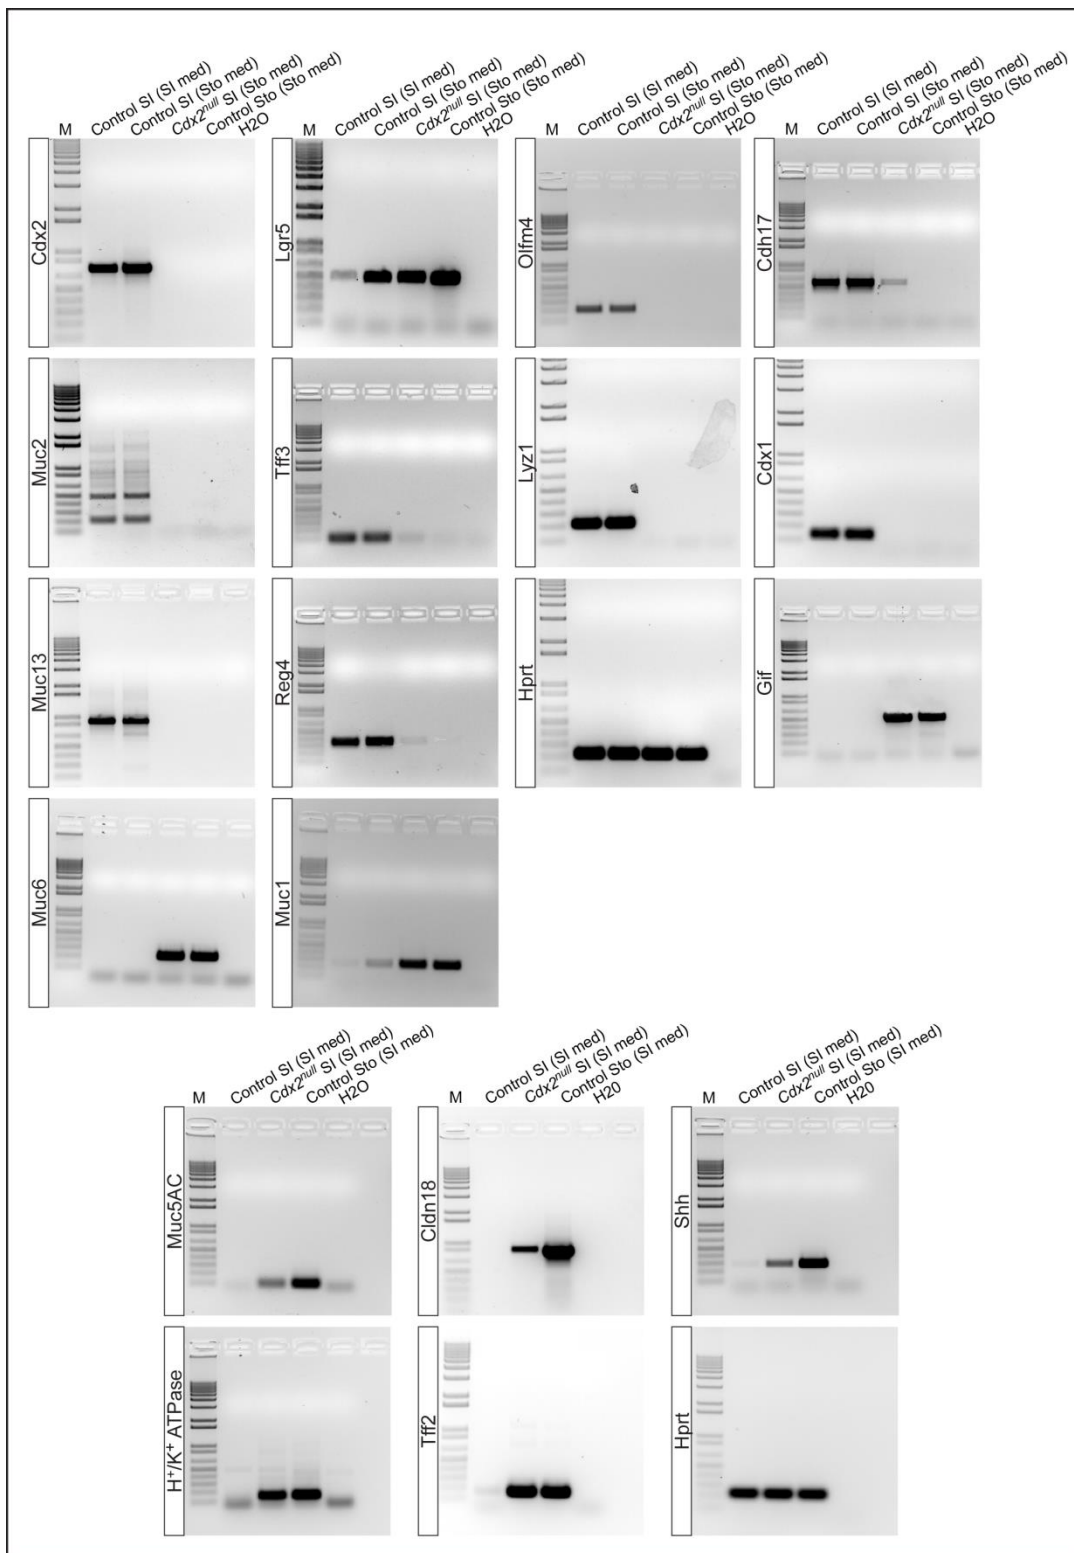

**Supplementary Fig. 9. Full gels corresponding to the data shown in Fig, 2c and f.**

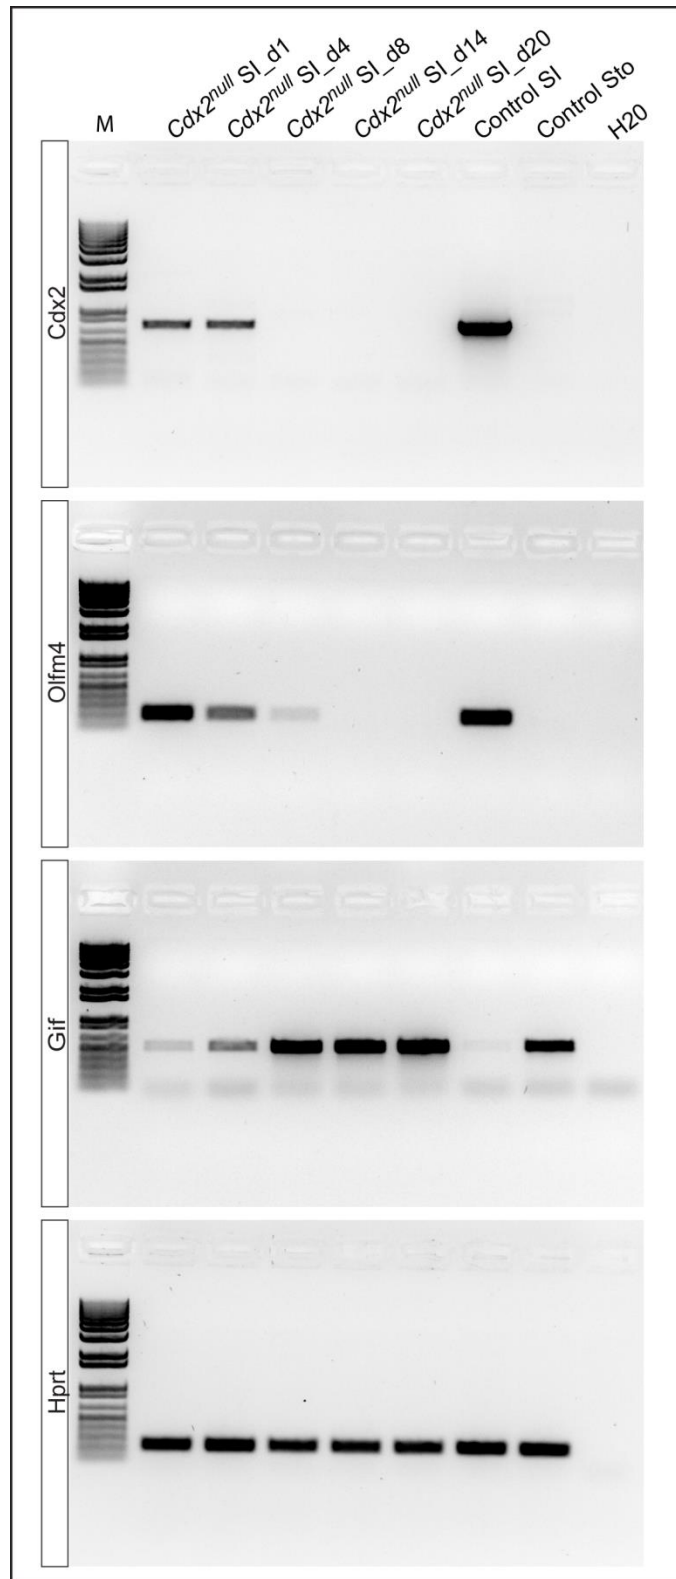

Supplementary Fig. 10. Full gels corresponding to the data shown in Fig, 4c left panel.

## Supplementary Methods

### Primers for genotyping

| Primer                    | Sequence                 |
|---------------------------|--------------------------|
| Cre-For                   | CCGGGCTGCCACGACCAA       |
| Cre-Rev                   | GGCGCGGCAACACCATTTTT     |
| Cdx2 <sup>fl</sup> -For   | TGGGGCAATCTTAATGGGTA     |
| Cdx2 <sup>fl</sup> -Rev   | TGTAGCCTCGACTTGGCTTT     |
| Cdx2 <sup>Δfl</sup> -For  | ACGCGTTCCAAGTGAAAGGA     |
| Cdx2 <sup>Δfl</sup> -Rev  | CGCTCTTTCTCTGTCCAAGTG    |
| Cdx2 <sup>null</sup> -For | ATATTGCTGAAGAGCTTGGCGGC  |
| Cdx2 <sup>null</sup> -For | TAAAAGTCAACTGTGTTCCGATCC |

## Primers for RT PCR

| Primer           | Sequence               |
|------------------|------------------------|
| Cdx2-For         | GTACACAGACCATCAGCGGC   |
| Cdx2-Rev         | CCACCCCATCCAGTCTCACT   |
| Lgr5-For         | TGCCATCTGCTTACCAGTGTGT |
| Lgr5-Rev         | ATTCCGTCTTCCCACCACGC   |
| Olfm4-For        | GCCACTTTCCAATTTTAC     |
| Olfm4-Rev        | GAGCCTCTTCTCATACAC     |
| Cdh17-For        | CAAGTCTGTGCACCAAGCAC   |
| Cdh17-Rev        | TGCCATAGCCAAGTTGGAGG   |
| Muc2-For         | GAACGGGGCCATGGTCAGCA   |
| Muc2-Rev         | CATAATTGGTCTGCATGCC    |
| Lyz1-For         | GAGAACCGAAGCACCGACTATG |
| Lyz1-Rev         | CGGTTTTGACATTGTGTTTCGC |
| Cdx1-For         | GCTCACAGAGCGGCAGGTAA   |
| Cdx1-Rev         | GGTGTGGGAGTGCCATCCAG   |
| Muc13-For        | AAACTCCAGGCAGCGAAGG    |
| Muc13-Rev        | AATGTCCCCAGGGAATGTCTG  |
| Reg4-For         | GCCTTGACACAACTCTTCCC   |
| Reg4-Rev         | TGGTTTGACAGAGACGCAGT   |
| Tff3-For         | TTGCTGGGTCCTCTGGGATA   |
| Tff3-Rev         | GACATTTGCCGGCACCATAC   |
| Gif-For          | TGAATCCTCGGCCTTCTATG   |
| Gif-Rev          | CAGTTAAAGTTGGTGGCACTT  |
| Muc6-For         | TGCATGCTCAATGGTATGGT   |
| Muc6-Rev         | TGTGGGCTCTGGAGAAGAGT   |
| Tff2-For         | ACCCGGGCATCAGTCCCGA    |
| Tff2-Rev         | GCAGCTCCCAGGGAACGGGT   |
| Muc1-For         | AGTACCAAGCGTAGCCCCTA   |
| Muc1-Rev         | AAGGGCATGAACAGCCTACC   |
| Muc5AC-For       | CATGACCTGTTATAGCTCCGA  |
| Muc5AC-Rev       | CTCAGTAACAACACAGCCTC   |
| Cldn18-For       | GCCTGTCTCTTGTCTCTCC    |
| Cldn18-Rev       | CAGGTTGGCGGGTCTTAGAGC  |
| Shh-For          | TGATCCTTGCTTCCTCGCTG   |
| Shh-Rev          | CACCTCTGAGTCATCAGCCG   |
| H+/K+ ATPase-For | GTTCCAGTGGTGGCTGGT     |
| H+/K+ ATPase-Rev | GCTGATAGTGGATGGAGAGATG |
| Hprt-For         | TCCTCAGACCGCTTTTTGCC   |
| Hprt-Rev         | GTGATGGCCTCCCATCTCCT   |

**Primers for real time quantitative PCR**

| <b>Primer</b> | <b>Sequence</b>         |
|---------------|-------------------------|
| Cdx2-For      | TCCCTAGGAAGCCAAGTGAAA   |
| Cdx2-Rev      | AGTGAAACTCCTTCTCCAGCTC  |
| Olfm4-For     | GCCACTTTCCAATTTTAC      |
| Olfm4-Rev     | GAGCCTCTTCTCATACAC      |
| Dach1-For     | TTGAGACAAAACGCCGTGAG    |
| Dach1-Rev     | CGGTCAGCTTCTATCTCAGGG   |
| Clca4-For     | CCTGGAGGCTGAGTTTATAGGTG |
| Clca4-Rev     | GAGCCAGAGAATGCCCACTC    |
| Smoc2-For     | ACAAGTCCATCACCGTGACG    |
| Smoc2-Rev     | CAGCCGTTTCATCCTTGTTTCC  |
| Cdca7-For     | GGAGTCCTGGTGTATCTGGC    |
| Cdca7-Rev     | ACGTCGAGACAAGAGAGCC     |
| Msi1-For      | GGTTTCGGCCACAGTCTTG     |
| Msi1-Rev      | CTGGCTCAGTCTGGTCCTC     |
| Gif-For       | CCTGGGGCCTTATTGTCTCTTC  |
| Gif-Rev       | TGAAGTTGGCTGTGATGTGC    |
| Col11a2-For   | GATGAGCTGAGCCCTGAGAC    |
| Col11a2-Rev   | CTGCTCCAGTACAGGCGTG     |
| Pgc-For       | TGCCTACCCTCACTTTTGTCC   |
| Pgc-Rev       | CACTCTCAGCGTTCAGGGAG    |
| Muc2-For      | GAACGGGGCCATGGTCAGCA    |
| Muc2-Rev      | CATAATTGGTCTGCATGCC     |
| Cdh17-For     | CAAGTCTGTGCACCAAGCAC    |
| Cdh17-Rev     | TGCCATAGCCAAGTTGGAGG    |
| Reg4-For      | GCCTTGACAAACTCTTCCC     |
| Reg4-Rev      | TGGTTTGACAGAGACGCAGT    |
| Cdx1-For      | GCTCACAGAGCGGCAGGTAA    |
| Cdx1-Rev      | GGTGTGGGAGTGCCATCCAG    |
| Muc6-For      | TGCATGCTCAATGGTATGGT    |
| Muc6-Rev      | TGTGGGCTCTGGAGAAGAGT    |
| Tff2-For      | ACCCGGGCATCAGTCCCGA     |
| Tff2-Rev      | GCAGCTCCCAGGGAACGGGT    |
| Cldn18-For    | GCCTGTCTCTTGTCTCTCC     |
| Cldn18-Rev    | CAGGTTGGCGGGTCTTAGAGC   |
| Gapdh-For     | TTCACCACCATGGAGAAGGC    |
| Gapdh-Rev     | GGCATGGACTGTGGTCATGA    |

How the deposited data were processed for this re-analysis (not part of the article)

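RNA from organoids of 4 groups was sequenced by CEL-Seq, with 4 libraries each of control SI, *Cdx2* null SI, control Sto and the libraries labelled *Cdx2*+ Sto. All were grown in stomach medium. The authors used read 2 for the sample barcode, aligned read 1 to the mm10 RefSeq transcriptome with bwa, and counted reads on each gene. The deposited table holds these counts without normalization, in 18315 rows, of which 18230 are genes and 85 are spike-in RNAs. Of its 19 columns of counts, 16 were mapped to the groups by their names, and 3 columns marked as not used for analysis were not used here. In all, 14 gene rows share a symbol with another row and were kept apart. The reads on genes came to 46209407 over the 16 libraries, and from 1164212 to 9420074 in a library. Spike-in reads were at most 0.0711% of a library. A count of 3 reads, taken as the floor, amounted to between 0.318 and 2.58 r.p.m., which covers counting error only since no molecular identifiers are described.

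Counts on genes were scaled to r.p.m., as in the paper, and the paper's filter of more than 10 r.p.m. in at least 4 libraries left 8494 genes. Groups were compared with edgeR 4.0.16 (quasi-likelihood test, library sizes as offsets, no TMM) in R 4.3.3, with the 16 libraries in 1 fit, a coefficient per group and Benjamini-Hochberg adjusted p under 0.05 as the threshold. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The comparisons were *Cdx2* null SI with control SI and with control Sto, control Sto with control SI, the libraries labelled *Cdx2*+ Sto with control Sto and with control SI, and the interaction of *Cdx2* status and tissue of origin, which is control SI minus *Cdx2* null SI, minus the difference of the libraries labelled *Cdx2*+ Sto and control Sto. Each library counted as a replicate, since the paper describes the samples of a group as independent. Similarity was measured by Pearson correlation of log2(r.p.m. + 1) and tested by exact permutation of the control labels (70 assignments). Fold changes that share control SI libraries were set beside simulated unchanged groups (100 draws), and the genes called in both comparisons beside simulated groups that changed independently of each other (20 draws), a simulation set up after the values were seen.

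Gene lists were tested with camera from limma 3.58.1 (preset correlation 0.01), with fry and an estimated correlation as alternatives, and adjusted over the 35 tests of 7 lists in 5 comparisons. The lists were intestinal markers, gastric markers, intestinal stem cell markers, stomach stem cell markers, enterocyte genes, Wnt target genes and interferon response genes. Mesenchymal genes, regional transcription factors and sex-linked genes were looked up and not tested as lists. The genes named are those the paper names as markers, *Cdx2*, *Lgr5* and the genes of these lists, and in each comparison the 3 largest rises and 3 largest falls past the threshold whose libraries did not overlap between the groups. Those with a fold change in the text were taken from among them after their values were seen. Positions come from the GENCODE annotation of mm10.

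Alternatives set before the data were examined were TMM normalization, DESeq2 1.42.0, no filter on genes (17879 genes), at least 10 reads in every library (7420 genes), only the libraries compared, a replicate block, spike-ins in the library size, a 2-fold requirement, other pseudocounts, rank correlation, the 500 most variable genes, and leaving out each library in turn. Chosen after seeing the data were the division of correlations by those within groups, the subtraction of a constant share (0.297) of each gene's pooled level from every library, with negative values set to 0 and the rest divided by 1 minus that share, the thinning of the libraries labelled *Cdx2*+ Sto, and the median in place of the slope when the shifts of *Cdx2* null SI and control Sto were compared. The procedure was tested on simulated data with 200 changed genes. The microarray data of the paper were not analysed here.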

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

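Apart from the counts over other splits of the libraries, the tests of explanations here were chosen after the results they bear on were seen. TMM normalization and the fits that left out a library were themselves alternatives set before the data were examined. Among 104 groups of 4 libraries, 9 held a library far from the other 3, where chance gives 5%. Spike-in reads made up 0.0273% of control SI replicate 2 and 0.0711% of *Cdx2* null SI replicate 3, against at most 0.0109% and 0.0160% in the other libraries of their groups. Counting spike-ins in the library size changed no number of genes past the threshold, and no biological explanation was tested. *Muc2* was at 4.15 r.p.m. (7 reads) in *Cdx2* null SI replicate 3, near the floor of that library at 1.78 r.p.m. *Tff3* was at 28.5 r.p.m. in *Cdx2* null SI replicate 2, against a lowest value of 22.1 in that group, a spread small beside the 262 r.p.m. of control SI. *Muc20* was at 50.7 r.p.m. in replicate 1 of the libraries labelled *Cdx2*+ Sto, where the lowest library had 33.5, and *Pla2g10* at 3.84 r.p.m. in the same replicate, where the highest had 7.32. *Wfdc18* was at 19.2 r.p.m. in control Sto replicate 4, where the highest library had 41.3. For these genes neither a technical nor a biological explanation was tested.

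*Gif* (chromosome 19 of mm10, 11747554 to 11763447) was at 1112 r.p.m. in control Sto replicate 3. The other control Sto libraries held from 69.8 to 94.1 r.p.m., close to control SI (62.7 to 89.5, mean 0.371 times the pooled level). Control Sto replicate 3 decides the comparisons of *Gif* with control Sto. Without it, the log2 fold change of control Sto against control SI went from 2.13 to 0.06, that of the libraries labelled *Cdx2*+ Sto against control Sto from −2.33 to −0.26, and that of *Cdx2* null SI against control Sto from 0.61 to 2.67 (adjusted p from edgeR 0.0040, and 0.0040 to 0.985 over the libraries left out). *Cdx2* null SI replicate 4 held 1112 r.p.m. as well. No explanation was tested for it.

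*Lyz1* (chromosome 10 of mm10, 117287797 to 117292868) was at 3117 r.p.m. in control Sto replicate 1 and at 63.7 to 91.9 r.p.m. in the other control Sto libraries. Control SI cells in this library cannot be its source, since its level was 22.5 times the highest control SI library (138 r.p.m.) and 6 other intestinal markers were at 0.481 to 0.941 times their level in the other control Sto libraries. Reads shared with a near-identical copy of the gene and a difference between cultures stay open, untested.

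The contrast called the interaction of *Cdx2* status and tissue of origin passed the threshold for 10 of the named genes (edgeR). Its stomach groups differ in more than *Cdx2* status. The paper takes control Sto from *Cdx2* -/fl mice, while the infected organoids were wild-type and selected. The log2 change from *Cdx2* null SI to control SI, minus that from control Sto to the libraries labelled *Cdx2*+ Sto, was 3.74 for *Tff3*, 3.34 for *Cdx1*, 2.85 for *Chst4*, 2.77 for *Cdh17*, 2.27 for *Reg4*, 1.91 for *Muc13* and 1.01 for *Hnf4a*, and it was −1.89 for *Khdc1a*, −2.81 for *Wfdc18* and −3.74 for *Muc20* (adjusted p from 2.2e-09 for *Cdx1* to 0.044 for *Hnf4a*). Over all genes 91 passed the threshold, and 3 of 100 reassignments of the libraries within each tissue gave as many or more, the highest other giving 126. *Cdx2* itself was not raised in the libraries labelled *Cdx2*+ Sto. A transgene without the 3′ end of the transcript could escape these counts, since 1040 bases lie beyond the cloning primer and CEL-Seq reads only that end. Organoids without the transgene could also give them, and the 73 genes that differ from control Sto do not decide between the 2, since infection and selection alone may change genes. For the named genes other than *Khdc1a* and *Muc20*, the interaction may therefore reflect a weak response of stomach cells to *Cdx2*, the biological reading. The other reading is the absence of *Cdx2* from these cells, although the paper reports Cdx2 protein in the selected organoids (Fig. 5a). It does not say whether the stained cultures are those sequenced. *Khdc1a* and *Muc20* rose in the libraries labelled *Cdx2*+ Sto against control Sto, by log2 fold changes of 2.00 and 2.12. Neither reading by itself gives such rises.

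Regulators outside those the paper discusses also differed. *Sox2* (chromosome 3 of mm10, 34650405 to 34652461) was lower in *Cdx2* null SI than in control Sto, by a log2 fold change of −2.38 (standard error 0.27, adjusted p = 4.7e-05 from edgeR), with 56.4 ± 13.5 r.p.m. in *Cdx2* null SI, 59.5 ± 10.6 in control SI and 296 ± 131 in control Sto (SD, n = 4). Its *Cdx2* null SI and control SI levels were 0.296 and 0.313 times the pooled level, close to the lowest ratio of abundant genes. If that share comes from other libraries, both levels are upper limits. *Isx* (chromosome 8, 74873173 to 74893506) was lower in *Cdx2* null SI than in control SI, by −2.44 (adjusted p = 0.0014 from edgeR), from 21.3 ± 12.2 to 3.84 ± 1.73 r.p.m., and *Hnf4a* (chromosome 2, 163506808 to 163572910) by −0.81 (adjusted p = 0.0091 from edgeR), from 207 ± 36.0 to 118 ± 23.2 r.p.m. TMM normalization left these at −2.42, −2.49 and −0.89, which argues against the scaling of the libraries as the cause. Other technical explanations were not tested. With *Sox2* staying at the control SI level, *Cdx2* null SI organoids may have lost intestinal regulators without gaining this gastric one, a hypothesis found and tested on the same libraries.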

How the results depend on the processing

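The alternatives were set before the data were examined, apart from the division by within-group correlations, the subtraction of a share of the pooled level and the thinning of libraries, which were chosen after seeing the data. Where a value changed, the cause was not tested unless the alternative itself shows it. With no filter on genes, the number past the threshold rose to 802 between control Sto and control SI (from 536), 519 between *Cdx2* null SI and control SI (from 245), 215 between *Cdx2* null SI and control Sto (from 67), 317 between the libraries labelled *Cdx2*+ Sto and control Sto (from 73), 1089 between the latter libraries and control SI (from 605) and 305 for the interaction (from 91). With at least 10 reads in every library, fewer genes were tested, and *Cdx2* null SI against control SI gave 139 and the interaction 43. DESeq2 gave 143 genes for *Cdx2* null SI against control Sto, 194 for the libraries labelled *Cdx2*+ Sto against control Sto and 184 for the interaction. With only the libraries compared, *Cdx2* null SI against control Sto gave 18 genes and the libraries labelled *Cdx2*+ Sto against control SI gave 943. A 2-fold requirement, which can only lower a count, left 160 genes for *Cdx2* null SI against control SI, 293 for control Sto against control SI and 361 for the libraries labelled *Cdx2*+ Sto against control SI. Between *Cdx2* null SI and control SI, the genes higher in *Cdx2* null SI were 122 of 245, but 76 of 218 with TMM and 141 of 354 with DESeq2. The median shift of all genes between groups was at most 0.07 on the log2 scale in r.p.m.

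Leaving out each library in turn gave 151 to 285 genes for *Cdx2* null SI against control SI, with 151 without control SI replicate 3 and 161 without control SI replicate 4. *Cdx2* null SI against control Sto gave 42 to 117, with 117 without control Sto replicate 2 and 42 without control Sto replicate 3. Control Sto against control SI gave 368 to 597, and the libraries labelled *Cdx2*+ Sto against control SI gave 409 to 519. The libraries labelled *Cdx2*+ Sto against control Sto gave 11 to 64, with 11 without control Sto replicate 3, 45 without control Sto replicate 2, and 19, 47 and 38 without replicates 1, 3 and 4 of the libraries labelled *Cdx2*+ Sto. The interaction gave 46 to 105, with 46 without control Sto replicate 3, 53 without control SI replicate 3 and 55 without replicate 2 of the libraries labelled *Cdx2*+ Sto. With fewer libraries a test has less power, which may account for falls but not for rises such as the 117.

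The correlation difference of *Cdx2* null SI, 0.0010, became −0.00035 with no filter on genes and −0.00077 after subtraction of a share of the pooled level. It became 0.0681 with the 500 most variable genes and 0.0121 after division by the within-group correlations (exact permutation p = 0.029 for both, and 0.029 to 1 over the alternatives). Leaving out libraries gave −0.0020 to 0.0046, and it fell below 0 without control Sto replicate 4 (−0.0020), *Cdx2* null SI replicate 4 (−0.0018) or *Cdx2* null SI replicate 1 (−0.00051). That of the libraries labelled *Cdx2*+ Sto, 0.0107, became 0.171 with the 500 most variable genes and 0.0221 after division (exact permutation p = 0.029 for both), 0.0023 with no filter on genes (exact permutation p = 0.343), and 0.0069 to 0.0143 with libraries left out, where it passed the threshold without control Sto replicate 2 (0.0136) or replicate 1 of these libraries (0.0143). The correlation of fold changes of *Cdx2* null SI and control Sto, 0.702, was 0.640 with no filter, 0.635 as a rank correlation, 0.491 with control SI divided, which removes the shared libraries, and 0.664 to 0.720 with libraries left out. The same-direction share, 93.5%, was 99.6% when the 2-fold change was averaged over both groups, which itself favours genes that move alike, and 90.7 to 93.9% with libraries left out. The correlation of loss and gain, 0.144, was 0.0585 with no filter and 0.110 to 0.167 with libraries left out. Of the list tests, 17 passed the threshold, 15 with fry, 12 with an estimated correlation, 16 with TMM and 14 to 20 with libraries left out.

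Gene by gene, 7 results changed direction in 8 of the fits that left out a library, and none of these was past the threshold before or after. *Sox2* in *Cdx2* null SI against control SI ranged from −0.25 to 0.02, above 0 without control SI replicate 3 (0.0247) or *Cdx2* null SI replicate 3 (0.0203). Against control Sto, *Gif* of *Cdx2* null SI, at 0.61 with all libraries, ranged from −0.0833 (without *Cdx2* null SI replicate 4) to 2.67 and *Cdh17* from −0.0791 (without *Cdx2* null SI replicate 3) to 0.47. In the libraries labelled *Cdx2*+ Sto against control Sto, *Cdx2* ranged from −0.21 to 0.01 (without control Sto replicate 4), *Muc2* from −0.20 (without control Sto replicate 4) to 0.97, *Cdh17* from −0.0904 to 0.0470 (without control Sto replicate 2) and *Tff2* from −0.53 to 0.0806 (without control Sto replicate 1). Of the other fits that left out a library, 6 were weaker, all of them for *Gif* in *Cdx2* null SI against control SI, 5 were stronger and 341 stayed on their side of the threshold, and of the fits with another alternative 3 were weaker, 3 stronger and 298 the same. *Gif* in *Cdx2* null SI against control SI passed the threshold (2.73, adjusted p = 0.044 from edgeR) but not with TMM (0.0534), with at least 10 reads (0.0529) or in 6 of the 8 fits without a library (0.024 to 0.146 over all 8). For genes near the floor such as *Muc2*, the depth limits what can be seen.

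With the replicate number as a block, as if libraries were paired, the comparisons gave 214 genes for *Cdx2* null SI against control SI, 56 for *Cdx2* null SI against control Sto, 445 for control Sto against control SI, 52 and 515 for the libraries labelled *Cdx2*+ Sto against control Sto and control SI, 74 for the interaction and 15 list tests. The numbers do not pair the libraries, since residual profiles of libraries with the same number correlated at a mean of −0.0124 (−0.121 to 0.187) and over 0.1 in 1 of 24 pairs, against 15 of 72 pairs with different numbers.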

Differences from the paper's values

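Of 24 values of Fig. 5d read by eye and compared, 1 differed. For *Muc13* in control SI the paper's log2 mean r.p.m. is about 6.1 in Fig. 5d, read by eye, and the value from the counts was 5.44. Among the alternatives set before the data were examined, it stayed apart with TMM (5.48), with DESeq2 (5.48), with spike-ins in the library size (5.43) and without control SI replicate 2 (5.33) or 3 (5.27), and came within range without control SI replicate 1 (5.57) or 4 (5.55).

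The paper describes *Cdx2* null SI organoids as extremely alike to control Sto. The mean correlations with control Sto and control SI differed by 0.0010, and *Cdx2* null SI was nearer to control Sto past the threshold only with the 500 most variable genes (0.0681) and, chosen after seeing the values, with correlations divided by those within groups (0.0121). The paper shows the stomach markers *Muc1* and *Cldn18* among the RNA-Seq data that stress the similarity of *Cdx2* null SI and control Sto organoids (Supplementary Fig. 6a). Their log2 fold changes against control SI were 0.44 and 0.34, past the threshold under none of the alternatives run, and against control Sto −1.75 and −1.88. Their control SI levels, 0.337 and 0.344 times the pooled level, lie near the lowest of abundant genes, which compresses these values if that level comes from other libraries. After subtraction of a share of the pooled level and division of the rest by 1 minus that share, also chosen after seeing the values, *Muc1* went from 14.1 in control SI to 55.3 in *Cdx2* null SI and *Cldn18* from 22.9 to 64.9, beside 430.4 and 614 in control Sto. *Tff2*, shown with them, had a log2 fold change of 1.31 and passed the threshold with no filter on genes and without *Cdx2* null SI replicate 4. Without *Cdx2* null SI replicate 1 it was 0.67. After the same subtraction and division *Tff2* went from 58.7 in control SI to 358 in *Cdx2* null SI, beside 510 in control Sto.

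The paper describes *Cdx2* as expressed in the organoids infected with the lentivirus, from immunofluorescence of the protein (Fig. 5a). Counts of the 3′ end may miss a transgene that lacks it, so they cannot contradict this. In the libraries labelled *Cdx2*+ Sto, the log2 fold change of *Cdx2* against control Sto was −0.12. The paper shows *Muc2* and *Muc13* as slightly raised there (Fig. 5d), and their log2 fold changes were 0.25 and 0.46, in the same direction. Their levels in these 2 groups, read by eye from Fig. 5d, were not among the values that differed. The paper names no test for that figure, and neither gene passed the threshold under any of the alternatives run. After the same subtraction and division *Muc13* was at 6.11 in the libraries labelled *Cdx2*+ Sto and 2.54 in control Sto, and *Muc2* at 1.19 and 1.10. Its qPCR showed *Gif*, *Tff2* and *Cldn18* as lower there (Fig. 5c), and in the RNA-Seq counts their log2 fold changes were −2.33, −0.27 and −0.37, of which that of *Gif* passed the threshold with no filter on genes only.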

Other observations

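Apart from the counts over other splits of the libraries, the tests of explanations here were chosen after the results they bear on were seen. The gene lists and the fits that left out a library were set beforehand. Of the 35 splits of the 8 libraries compared, counting the real one, 1 gave as many genes past the threshold as the real split for *Cdx2* null SI against control SI (the highest other gave 7), 1 for control Sto against control SI (17), 1 for the libraries labelled *Cdx2*+ Sto against control Sto (1) and 1 for the latter against control SI (1). For *Cdx2* null SI against control Sto it was 2 of 35, since a split that set *Cdx2* null SI replicates 1 to 3 with control Sto replicate 2 apart from the rest gave 86 genes against 67, so other groupings of these libraries reach this count. For the list tests, 3 of 100 reassignments of the 16 libraries gave 17 or more past the threshold, with a median of 5.

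No abundant gene fell under a common share of its pooled level, and the lowest group level among the 119 genes of 1000 r.p.m. or more was that of *Khdc1a*, at 0.297 times. Among 2475 genes with a pooled level of 50 to 200 r.p.m., the lowest group level was 0.206 times the pooled level and 1 gene lay under 0.25. Reads assigned to libraries other than their own are a candidate explanation, and the genes on chromosome Y speak to it too, with a lowest level of 0.252 times the pooled level (10 reads). Those genes were high in control SI replicates 3 and 4 (76.9 and 58.7 r.p.m.), *Cdx2* null SI replicate 2 (109 r.p.m.) and control Sto replicate 4 (50.6 r.p.m.), and from 5.17 to 10.7 r.p.m. in the other 12 libraries, and the paper states that males and females were used without distinction.

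*Cdx2* kept 33.7% of its control SI level above control Sto in *Cdx2* null SI. Control SI cells mixed into these libraries are excluded as the whole source, since 6 other intestinal markers kept a median of 3.81%. *Vil1*, an intestinal marker not among the 6, kept more, at 144 r.p.m. in *Cdx2* null SI, 158 in control SI and 108 in control Sto. Transcripts of the recombined allele that keep the 3′ end are a candidate explanation. The counts cannot tell them from *Cdx2* that is still whole, because they cover only that end. The paper's genotyping, repeated to guard against escaped cells, found the floxed allele in untreated samples only (Supplementary Fig. 1). Whether the cultures sequenced were among those genotyped is not stated.

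The correlation difference of *Cdx2* null SI near 0 was weighed against 2 explanations. A greater spread among control Sto than control SI libraries may account for it, since the difference was 0.0121 after division by the within-group correlations. After subtraction of a share of the pooled level the difference was −0.00077, so that setting gave no sign that carried-over reads caused it. The share was taken from the same data and negative values were set to 0, so carry-over is not excluded. In genes that differ between the controls, the slope of the *Cdx2* null SI shift on the control Sto shift was 71.6% for genes lower in control Sto and 43.1% for genes higher in control Sto. The median over genes of the ratio of the 2 shifts, a measure chosen later still, was 62.8% and 56.3%, a difference of 6.54 points, so the size of the asymmetry depends on the measure. Shared control libraries and scaling are argued against, since the difference of the slopes was at least 6.87 points in each of 6 divisions of the control SI libraries and 34.1 with TMM, and that of the medians at least 2.998 and 15.9. Misassigned reads cannot be told apart from a real asymmetry, because after subtraction of a share of the pooled level the slopes still differed by 19.3 points while the medians differed by −1.59.

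The libraries labelled *Cdx2*+ Sto were sequenced more deeply than control Sto. Thinned to the median depth of control Sto they gave 54 genes against control Sto, of which 47 were among the 73, so depth is not likely to be the whole source of these differences. Of the genes that passed the threshold there and between *Cdx2* null SI and control SI, 13 in number, 10 moved the same way with *Cdx2* and 3 the opposite way.

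The qPCR markers of Fig. 4 and 5, measured by the paper in other samples, had these levels in control SI, *Cdx2* null SI and control Sto (mean ± SD r.p.m., n = 4). *Dach1* was at 16.9 ± 4.90, 1.69 ± 0.997 and 1.64 ± 1.26, *Smoc2* at 90.3 ± 33.4, 24.2 ± 6.62 and 34.4 ± 22.6, *Cdca7* at 86.6 ± 21.3, 46.8 ± 16.5 and 33.0 ± 3.41, *Clca4* at 26.6 ± 4.45, 6.3 ± 1.68 and 3.08 ± 1.93, and *Pgc* at 14.4 ± 3.51, 61.3 ± 60.5 and 31.4 ± 20.7. *Olfm4* and *Msi1* had at most 1 read in a library of these groups, and *Col11a2* at most 5, *Muc6* at most 6 and *Muc5ac* at most 5. *Vil1* was at 158 ± 3.19, 144 ± 8.65 and 108 ± 20.7 r.p.m. *Tff3*, which the paper measured as slightly raised in *Cdx2*+ Sto organoids, had a log2 fold change of −0.31 against control Sto in the libraries labelled *Cdx2*+ Sto (adjusted p = 0.742 from edgeR). Of 45 tested genes of the lists, 16 differed between *Cdx2* null SI and control SI (18 adjusted over the list alone), 4 between *Cdx2* null SI and control Sto (6), 19 between control Sto and control SI (21), 22 between the libraries labelled *Cdx2*+ Sto and control SI (26), and 8 for the interaction (12).

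Of the other lists, intestinal stem cell markers were lower in *Cdx2* null SI than in control SI (median log2 fold change −1.98, 4 of 4 lower, adjusted p = 1.4e-08 from camera), in control Sto than in control SI (−2.26, 4 of 4, 1.2e-07) and in the libraries labelled *Cdx2*+ Sto than in control SI (−1.95, 4 of 4, 1.8e-07). Stomach stem cell markers were higher in *Cdx2* null SI than in control SI (2.41, 2 of 2, adjusted p = 0.020, but 0.0846 with an estimated correlation) and lower in the libraries labelled *Cdx2*+ Sto than in control Sto (−1.91, 2 of 2, 0.048, but 0.0808 with fry). The latter, which rests on *Gif* and *Pgc*, passed the threshold in 3 of 8 fits with a library left out, and without control Sto replicate 3 it was −0.92 (adjusted p = 0.176 from camera). Between *Cdx2* null SI and control Sto these markers did not differ with all libraries (0.82, 2 of 2 higher, adjusted p = 0.149 from camera). They passed the threshold there in 2 of 8 fits with a library left out. Enterocyte genes were lower than in control SI in *Cdx2* null SI (−0.13, 2 of 3, adjusted p = 0.043, but 0.0846 with an estimated correlation and past the threshold in 5 of 8 fits with a library left out), control Sto (−0.61, 3 of 3, 0.0019) and the libraries labelled *Cdx2*+ Sto (−1.26, 3 of 3, 1.6e-04). Interferon response genes were lower in *Cdx2* null SI than in control SI (−0.34, 8 of 8, adjusted p = 0.021, but 0.316 with fry, 0.151 without control SI replicate 2 and 0.123 without *Cdx2* null SI replicate 3). In the libraries labelled *Cdx2*+ Sto against control Sto their median was 0.38 (7 of 8 higher, adjusted p = 0.0995 from camera). That comparison passed the threshold in 4 of 8 fits with a library left out (adjusted p from camera 0.0019 to 0.483). For Wnt target genes no comparison passed the threshold with all libraries (lowest adjusted p = 0.0681, control Sto against control SI, which passed in 3 of 8 fits with a library left out, while the libraries labelled *Cdx2*+ Sto against control SI passed in 2 of 8 and *Cdx2* null SI against control Sto in 1 of 8). Against control SI, the libraries labelled *Cdx2*+ Sto were lower in intestinal markers (−2.63, 7 of 8, 5.0e-17) and higher in gastric markers (1.41, 3 of 5 higher, 0.0010). Of the regional transcription factors, *Gata4* was at 24.0 ± 9.57 r.p.m. in control SI, 19.0 ± 2.38 in *Cdx2* null SI and 16.7 ± 5.75 in control Sto, *Gata6* at 36.5 ± 7.37, 44.8 ± 8.48 and 47.5 ± 18.8, and *Pdx1* at most 6 reads in a library. Among mesenchymal genes, *Vim* had at most 9 reads and *Sparc* 0 reads in every library.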
